# The cancer gene WWOX behaves as an inhibitor of SMAD3 transcriptional activity via direct binding

**DOI:** 10.1186/1471-2407-13-593

**Published:** 2013-12-11

**Authors:** Brent W Ferguson, Xinsheng Gao, Maciej J Zelazowski, Jaeho Lee, Collene R Jeter, Martin C Abba, C Marcelo Aldaz

**Keywords:** WWOX, SMAD3, Breast Cancer, TGFβ, ANGPTL4

## Abstract

**Background:**

The WW domain containing protein WWOX has been postulated to behave as a tumor suppressor in breast and other cancers. Expression of this protein is lost in over 70% of ER negative tumors. This prompted us to investigate the phenotypic and gene expression effects of loss of WWOX expression in breast cells.

**Methods:**

Gene expression microarrays and standard in vitro assays were performed on stably silenced WWOX (shRNA) normal breast cells. Bioinformatic analyses were used to identify gene networks and transcriptional regulators affected by WWOX silencing. Co-immunoprecipitations and GST-pulldowns were used to demonstrate a direct interaction between WWOX and SMAD3. Reporter assays, ChIP, confocal microscopy and *in silico* analyses were employed to determine the effect of WWOX silencing on TGFβ-signaling.

**Results:**

WWOX silencing affected cell proliferation, motility, attachment and deregulated expression of genes involved in cell cycle, motility and DNA damage. Interestingly, we detected an enrichment of targets activated by the SMAD3 transcription factor, including significant upregulation of *ANGPTL4*, *FST, PTHLH* and *SERPINE1* transcripts. Importantly, we demonstrate that the WWOX protein physically interacts with SMAD3 *via* WW domain 1. Furthermore, WWOX expression dramatically decreases SMAD3 occupancy at the *ANGPTL4* and *SERPINE1* promoters and significantly quenches activation of a TGFβ responsive reporter. Additionally, WWOX expression leads to redistribution of SMAD3 from the nuclear to the cytoplasmic compartment. Since the TGFβ target *ANGPTL4* plays a key role in lung metastasis development, we performed a meta-analysis of *ANGPTL4* expression relative to *WWOX* in microarray datasets from breast carcinomas. We observed a significant inverse correlation between *WWOX* and *ANGPTL4*. Furthermore, the *WWOX*^*lo*^*/ANGPTL4*^*hi*^ cluster of breast tumors is enriched in triple-negative and basal-like sub-types. Tumors with this gene expression signature could represent candidates for anti-TGFβ targeted therapies.

**Conclusions:**

We show for the first time that WWOX modulates SMAD3 signaling in breast cells *via* direct WW-domain mediated binding and potential cytoplasmic sequestration of SMAD3 protein. Since loss of WWOX expression increases with breast cancer progression and it behaves as an inhibitor of SMAD3 transcriptional activity these observations may help explain, at least in part, the paradoxical pro-tumorigenic effects of TGFβ signaling in advanced breast cancer.

## Background

*WWOX* (WW domain-containing oxidoreductase) was originally cloned by our laboratory because it was observed to reside in a chromosomal region (ch16q23) commonly affected by deletions in breast cancer [1]. Subsequently, it was concluded that the second most common chromosomal fragile site, FRA16D, spans the same locus as *WWOX*[1,2]. It was determined that FRA3B (*FHIT*) and FRA16D (*WWOX*) loci rank second and third respectively, only after the *CDKN2A* (*p16*) locus, as the chromosomal sites most commonly affected by hemi- and homozygous deletions in a genome wide study of over 740 cancer lines [3]. The high frequency of deletions affecting *WWOX* in multiple solid tumors is well documented [4-6]; additionally, translocations affecting *WWOX* are common in multiple myeloma [7]. Loss of WWOX expression is frequent in multiple tumor types including breast cancer. Importantly, it has been determined that over 70% of estrogen receptor alpha (ER) negative breast cancers express little or no WWOX protein, suggesting an inverse association between WWOX expression and increasing breast cancer aggressiveness [8,9].

WWOX behaves as a suppressor of tumor growth in some cancer lines [10-12]. Contradictory results were reported with *Wwox* KO mice that suffer from early life lethality; Aqeilan *et al.* reported osteosarcoma development in some *Wwox* KO newborn mice [13] whereas no neoplasias were detected in *Wwox* KO mice generated by our laboratory [14]. Furthermore, we recently demonstrated that no tumors develop spontaneously in mice targeted for conditional deletion of *Wwox* in the mammary gland [15]. Interestingly, *Wwox* ablation led to a significant inhibition of mammary gland ductal branching and impaired alveologenesis. Based on these studies, we concluded that *WWOX* does not behave as a classical tumor suppressor gene in the normal mammary gland. Therefore, in order to gain a better understanding of the role of WWOX in breast epithelium we investigated the cellular and molecular effects of modulating WWOX expression levels in normal, immortalized human breast cells.

## Methods

### Cell culture and reagents

All cell lines were obtained from the American Type Culture Collection (ATCC, Manassas, VA, USA) and validated by DNA fingerprinting. MCF10 cells (ATCC #CRL-10318) were cultured in DMEM/F12 supplemented with 5% fetal bovine serum, 100 μg/mL hydrocortisone, 10 μg/mL insulin, 20 ng/mL EGF, 1 ng/mL cholera toxin and 1% penicillin-streptomycin. MCF7 cells (ATCC #HTB-22) were cultured in modified IMEM supplemented with 10% fetal bovine serum. 184B5 cells (ATCC #CRL-8799) were cultured in MEBM. Recombinant human TGFβ1 was purchased from R&D Systems.

### shRNA-mediated WWOX silencing in MCF10 cells

Cells were infected with the following shRNA-expressing GIPZ lentiviruses (Open Biosystems) at an MOI of 5: scrambled control shRNA (RHS4348), sh*WWOX*-A (V2LHS_255213); sh*WWOX*-B (V2LHS_255229) or sh*WWOX* (V2LHS_255213 and V2LHS_255229). Cells were infected according to manufacturer’s instructions. Stably *WWOX* silenced cells and controls were selected with 2 μg/ml puromycin and WWOX protein level was assayed by western blot.

### Doxycycline-inducible WWOX expression system and other transient transfections

pLVX-Tight-Puro from Clontech’s Tet-on advance system (Clontech, Mountain View, CA) was used to construct inducible WWOX expression. Full-length human *WWOX* cDNA was amplified and inserted using BamH1/EcoR1 restriction enzyme sites. Lentiviral stocks were made according to manufacturer’s protocol. MCF10 cells were either stably or transiently infected by the lentiviruses carrying the target cassettes and subjected to selection with 2 μg/ml puromycin. One μg/ml of doxycycline were used to induce WWOX expression.

Transient transfections were performed using FuGene 6 transfection reagent (Promega) and plasmids used were: pCMV5b-FLAG-*SMAD3* (Addgene plasmid 11742) [16], 3TP-LUX (Addgene plasmid 11767) [17], pRL Renilla luciferase and pcDNA-Myc-*WWOX*.

### Microarray data processing, bioinformatics and statistical analyses

Total RNA was extracted from 3 biological replicates each of MCF10 scrambled (Scr), MCF10 shWWOX-A and MCF10 shWWOX-B using the RNeasy Mini kit (Qiagen). Briefly, 2 μg of RNA from each of WWOX–silenced sublines labeled with Cy5 were individually hybridized on Agilent Whole Human Genome 4X44K microarrays to analyze ~40000 transcripts (Agilent Technologies, Palo Alto, CA, USA) using the RNA derived from the corresponding MCF10 Scr sample (labeled with Cy3) as reference. For RNA labeling, we used the Quick Amp Kit (Agilent Technologies, Palo Alto, CA) by following the manufacturer’s protocol. The hybridization steps were carried out according to the Agilent protocol and images were scanned using a Genepix 4000B microarray scanner (Axon Instruments, Foster City, CA, USA). Image analysis and initial quality control were performed using Agilent Feature Extraction Software v10.2. Raw datasets have been submitted to NCBI GEO database with accession number GSE47371. We used the limma Bioconductor package for background adjustment (normexp method), within (Loess algorithm) and between (quantiles method) arrays normalization [18]. To identify significantly up- or down-modulated genes within the hybridized samples (MCF10 shWWOX-A vs. Scr and MCF10 shWWOX-B vs. Scr) we employed the one-class Rank Products' test (q-value < 0.05; Fold change > 2) [19]. Statistical analyses were done with the MultiExperiment Viewer software (MeV 4.8) [20]. Differentially expressed genes derived from both analyses were compiled into one Excel spreadsheet pivot Table for comparison of overlapping data between MCF10 shWWOX-A and MCF10 shWWOX-B WWOX sub-lines. The number and identity of genes commonly affected in both models was determined. We used the normal approximation to the binomial distribution as previously described [21] to calculate whether the number of matching genes derived from each pairwise comparison was of statistical significance (q < 0.05). Datasets were then uploaded to IPA software for automated functional annotation and gene enrichment analysis [22]. In addition, we employed Enrichr online resource [23] for ChIP enrichment analysis [24].

### Clonal growth, attachment and cell motility assays

For clonal growth assays, 500 cells were plated into individual wells of a 6-well plate. After 9 days of culture, colonies were fixed and stained with crystal violet. Digital images were used to determine the number and area of growing colonies using ImageJ software 1.46 (NIH).

For attachment assays, cells (4×10^4^ per well) were seeded in serum-free medium on fibronectin, collagen IV or laminin-coated 96-well plates (BD-BioCoat; BD) and incubated for 120 min at 37°C/5% CO_2_. Adherent cells were fixed at different time-points by adding a cold 10% TCA solution and then processed according to the sulforhodamine B (SRB) assay (Sigma-Aldrich).

To assess cell motility we conducted a standard wound-healing assay. Briefly, 1×10^6^ cells were seeded in each well. After cells adhered the FBS concentration in the medium was reduced to 2% to decrease cell proliferation. Two scratch wounds were made in each well. Images of the same fields were collected at 0 and 24 hrs. Wound area expressed as percent of field of view was quantified using the ImageJ software.

### Real-time Q-PCR, ELISA, Western blotting and antibodies

RNA isolation and Real-time PCR was performed as previously described [15]. Real-time assays were performed using Sybr Green and the following primer sets: FST F 5′-GCCACCTGAGAAAGGCTACC-3′, FST R 5′-TTACTGTCAGGGCACAGCTC-3′, ANGPTL4 F 5′- CACAGCCTGCAGACACAACT -3′, ANGPTL4 R 5′- AAACTGGCTTTGCAGATGCT -3′, PTHLH F 5′-CGCTCTGCCTGGTTAGACTC-3′, PTHLH R 5′-AGAATCCTGCAATATGTCCTTGG-3′, SERPINE1 F 5′-GACCGCAACGTGGTTTTCTC-3′, SERPINE1 R 5′-CATCCTTGTTCCATGGCCCC-3′, 18S rRNA F 5′-ACGGAAGGGCACCACCAGG-3′ and 18S rRNA R 5′-CACCAACTAAGAACGGCCATGC-3′. Experiments were done in triplicate and normalized to 18S rRNA expression.

Levels of FST and ANGPTL4 proteins in conditioned medium were determined using the FST Quantikine ELISA kit and the ANGPTL4 DuoSet ELISA kit (R&D Systems) according to manufacturer’s protocols. Briefly, 4×10^5^ cells were seeded in phenol red-free DMEM/F12 medium supplemented with charcoal-stripped serum (5%) and adequate growth factors under normal conditions for 72 hrs before collection of conditioned medium.

Western blotting was performed under standard conditions by loading 20 μg of total protein per lane and transferring to PVDF membranes. Primary antibodies used were: rabbit anti-WWOX (Aldaz lab), rabbit anti-SMAD3 (Cell Signaling), mouse anti-actin (Sigma-Aldrich) and mouse anti-Myc (Origene). Secondary antibodies used were: anti-rabbit HRP (Jackson Labs) anti-mouse HRP (K&P Labs), anti-rabbit Alexa 594 and anti-mouse Alexa 488 (Invitrogen).

### Co-immunoprecipitation, GST-pulldowns and Luciferase assays

For co-immunoprecipitation, cells were lysed with a buffer containing 50 nM Tris–HCl pH 7.4, 100 mM NaF, 10 mM EDTA, 10 mM Na_3_VO_4_, 2 mM PMSF, 1% NP-40 and 0.5% TritonX-100. Immunoprecipitations were carried out with Protein A/G beads and washed five times in the same buffer. Construction and purification of GST fusion proteins was performed as previously described [25]. Pull-down assays were performed using immobilized purified GST or GST fusion proteins incubated with total cell lysate from MCF10 cells transfected with 1 μg of pCMV5b-Flag-SMAD3 plasmid for 48 hours.

For luciferase assays, MCF10 cells stably infected with the described Dox-inducible WWOX expression system were exposed to 1 μg/mL doxycycline for two days (or no treatment). Cells were then co-transfected with 3TP-LUX and pRL Renilla luciferase expressing control vector. Serum-free media was applied and cells were then exposed to 10 ng/mL TGFβ1 (or vehicle treatment) for 8 hours. Luciferase assays were performed according to Dual-Luciferase Assay protocol (Promega).

### Chromatin immunoprecipitation (ChIP)

MCF10 cells transiently infected with the described Dox-inducible WWOX expression system were exposed to 1 μg/mL Dox for one day (or no treatment), changed to serum-free media for 16 hours then exposed to 10 ng/mL TGFβ1 for 4 hours (or vehicle treatment). ChIP was performed as described elsewhere [26].

Real-time PCR was performed to assay SMAD3 occupation at promoter elements via the percent input method. Primers used for ChIP qPCR for the region 2000 bases upstream from the *ANGPTL4* transcriptional start site were: F: 5′-GATTTGCTGTCCTGGCATCT-3′ and R: 5′-CTCCAAGCCAGCTCATTCTC-3′. Primers for the SMAD binding element of the *SERPINE1* promoter were: F: 5′-GGGAGTCAGCCGTGTATCAT-3′ and R: 5′-TAGGTTTTGTCTGTCTAGGACTTGG-3′ [27].

### Confocal microscopy

Cells transiently transfected with pcDNA-Myc-*WWOX* were seeded on round, glass coverslips in 12-well plates, serum starved for 12 hours, treated with 20 ng/μL TGFβ1 for 1 hour, fixed for 15 min in 4% PBS-buffered paraformaldehyde, permeabilized with 0.05% Triton X-100 in PBS (PBS-T) for 5 min, blocked with 1% bovine serum albumin (BSA), and incubated with rabbit anti-SMAD3 (Cell Signaling) overnight at 4°C then mouse anti-Myc (Origene) for one hour at room temperature. AlexaFluor-conjugated secondary antibodies were applied for 2 hours at room temperature. Cells were washed three times in PBS-T, DAPI solution applied, washed three more times then mounted in Prolong Gold Anti-Fade (Invitrogen) on a microscope slide. Confocal microscopy was done on a Zeiss LSM510 META confocal microscope with 100X plan-apochromatic objective and oil immersion. Images were acquired in sequential mode and single-color controls were used to verify absence of crosstalk and bleed-through.

### *WWOX* and *ANGPTL4* expression meta-analysis in breast cancer datasets

To perform a comparative analysis of *WWOX* and *ANGPTL4* expression in breast cancer, we analyzed 819 primary carcinomas obtained from three independent studies available in public databases. The fRMA preprocessed expression matrixes of the studies GSE26639 (n = 226), GSE21653 (n = 266), and GSE20685 (n = 327) were downloaded from the InSilico database [28]. These gene expression profiles were obtained using the Affymetrix HG U133 Plus2 platform (GPL570). *WWOX* and *ANGPTL4* mRNA expression levels were estimated by using the mean expression values of the Affymetrix probes for each gene. We employed the Gaussian Mixture Model to identify bimodal distributions in the expression levels of both genes [29]. Heatmap visualization of *WWOX* and *ANGPTL4* expression profiles was done with the MultiExperiment Viewer software (MeV 4.8).

## Results

### WWOX silencing in breast cells affects clonal growth, adhesion and motility

In order to gain insight into the consequences of loss of WWOX expression we investigated the effects of WWOX silencing in normal breast epithelial cells. To this end, we used an shRNA-mediated approach to stably knockdown expression of WWOX in the normal human breast cell line MCF10. Three independent stable *WWOX* shRNA-expressing cell lines were generated (sh*WWOX*, sh*WWOX*-A and sh*WWOX*-B) and one scrambled shRNA control. All three stably *WWOX*-silenced cell lines showed a decrease of 80-90% WWOX protein expression levels (Figure 1A).

**Figure 1:**
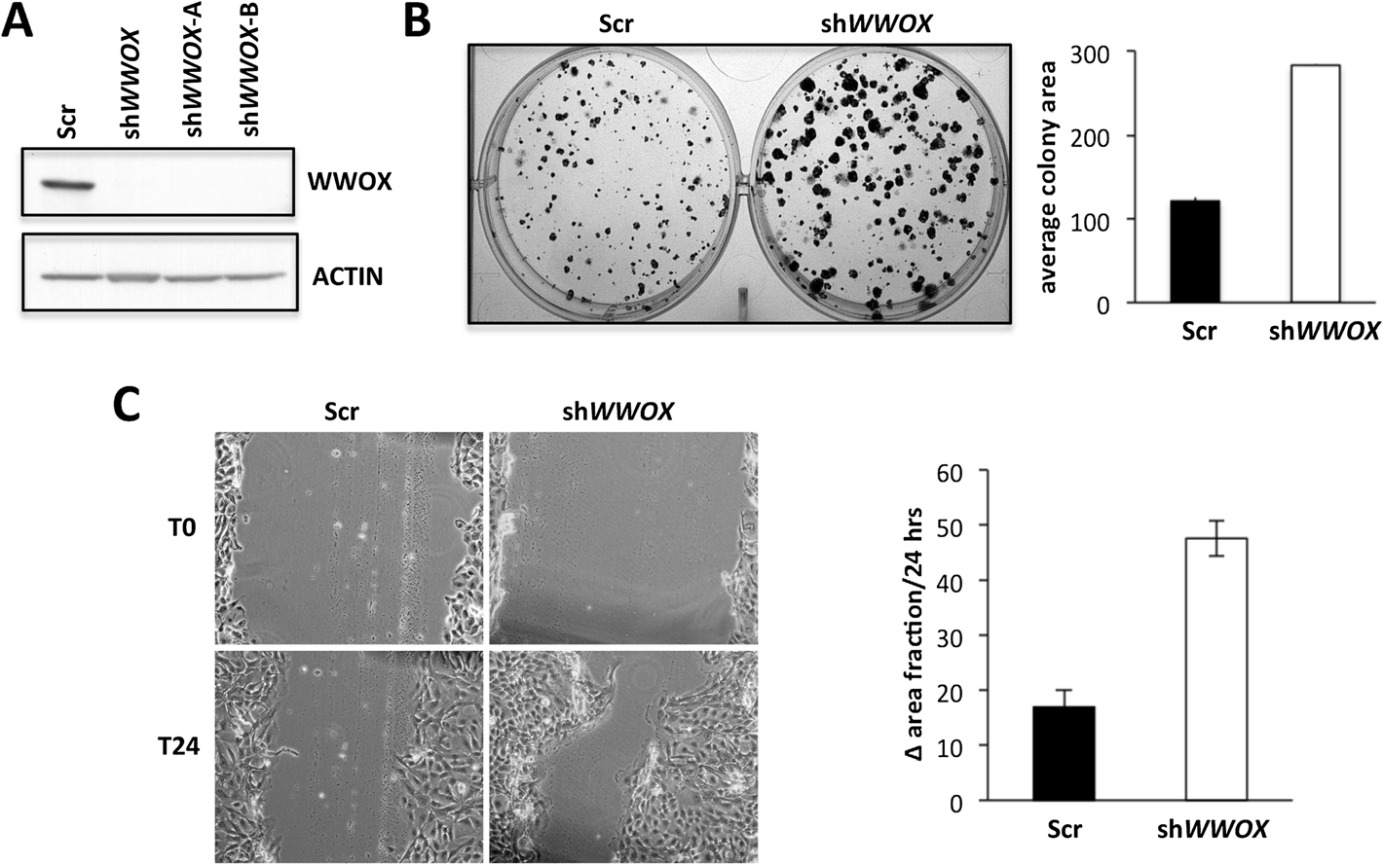
**Silencing of WWOX results in increased clonal growth, decreased attachment and increased cell motility. (A)** Western blot demonstrating WWOX silencing in cell extracts from MCF10 control (Scr) and three independent stably WWOX-silenced cell lines. **(B)** Effect of WWOX-silencing on clonal growth. Five hundred cells were seeded in each well of a 6-well plate for each subline and allowed to grow for 9 days. Representative image of both conditions is shown. Bar graph represents the average of three independent experiments +/- SEM. **(C)** Scratch wound healing assay. Results of four separate experiments done in biological triplicates (two wounds per well). Depicted is the average percent of the difference between T0 and T24 from all experiments (±SEM).

We first investigated the effects of *WWOX* silencing on the clonal growth of the MCF10 cells. We did not detect differences in clonogenicity (i.e. number of colonies) but found that MCF10 *WWOX*-silenced cells proliferate more rapidly forming larger colonies than their control scrambled shRNA counterparts (Figure 1B). *WWOX*-silenced cells also displayed decreased attachment to extracellular matrix components such as laminin, collagen IV and fibronectin (Additional file 1) and were significantly more motile, repopulating the wound faster in the scratch wound-healing assay when compared with controls (Figure 1C). In summary, our data suggests that WWOX ablation influences cell proliferation, adhesion and motility of breast cells.

### Gene expression changes in normal human breast cells silenced for WWOX expression

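Each of the 6 arrays analysed here set 1 replicate of a WWOX-silenced MCF10 subline, labeled with Cy5, against MCF10 cells carrying a scrambled shRNA (Scr), labeled with Cy3. MCF10 is an established line of non-malignant human breast epithelial cells. The sublines were made with GIPZ lentiviruses at an MOI of 5, and 2 μg of RNA was used per labeling. There were 3 biological replicates of shWWOX-A, 3 of shWWOX-B and, by the methods, 3 of Scr, so the 6 arrays share 3 control RNAs. The silenced subline was in Cy5 on all 6 arrays. A difference between the dyes that is fixed for a probe is therefore part of every ratio, and the number of arrays limits the precision. The 3 shWWOX-A arrays were on 1 slide read with an Agilent scanner of model G2505B, and the 3 shWWOX-B arrays were on another slide read with model G2505C, so that slide, scanner and subline cannot be told apart. The headers of the files name Feature Extraction 9.5.3.1. The methods name another scanner and another version of this software, and the headers were taken as the record of the scans. The headers also give probe positions on hg18.
Of 44495 spots per array, 43118 were not controls, and they carried 34127 probes with a length of 60 bases. The files give the mean brightness of each spot and the median brightness of its local background in both channels, before any normalization. Before background adjustment the median spot brightness was between 445 and 540 in Cy5 and between 181 and 188 in Cy3 on the shWWOX-A arrays. It was between 166 and 186 in Cy5 and between 127 and 144 in Cy3 on the shWWOX-B arrays. Between 57.4% and 61.6% of the probes were well above background in Cy5, and between 57.0% and 60.4% in Cy3. The steps the methods name were repeated with limma: normexp background adjustment, loess within arrays and quantile normalization between arrays. The paper's text does not name the normexp offset, and 50 was used. Between 407 and 778 spots per array that Feature Extraction marked as outliers were left out, and the remaining spots of a probe were averaged. The log2 ratio of silenced subline over Scr was then tested against 0 for 34109 probes, with limma's moderated test on all 6 arrays in one fit and Benjamini-Hochberg adjustment. A probe was called changed at an adjusted p under 0.05 and a change over 2-fold. The methods used the one-class rank products test with the same thresholds, which was run as an alternative.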

To determine global gene expression changes as a result of *WWOX* silencing in normal human breast cells we performed microarray studies. We compared two independent shRNAs (sh*WWOX*-A and sh*WWOX*-B) targeting different regions of the *WWOX* transcript as a means of ruling out any potential off-target effects. 

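The array carries 3 probes for WWOX, on chromosome 16. Probe A_23_P71972 is annotated to transcript variant 1 (NM_016373) and runs from 77016423 to 77023914 across an intron. Its log2 ratio was -0.15 ± 0.11 (SD, n = 3) on the arrays labeled shWWOX-A, with an adjusted p of 0.0619 from limma. On the arrays labeled shWWOX-B it was -0.42 ± 0.16 (SD, n = 3), with an adjusted p of 1.76e-04 from limma. It was negative on 6 of 6 arrays. Probe A_24_P116606, annotated to transcript variant 2 (NM_130791), runs from 76701199 to 76706398 across an intron and was higher than in Scr on 6 of 6 arrays. Its log2 ratio was 0.38 ± 0.05 (SD, n = 3) for shWWOX-A and 0.36 ± 0.11 (SD, n = 3) for shWWOX-B. Probe A_33_P3305023, annotated to transcript variant 3 (NM_130844), covers 76691537 to 76691596 and was also higher on 6 of 6 arrays. Here the log2 ratio was 0.29 ± 0.06 (SD, n = 3) for shWWOX-A and 0.61 ± 0.19 (SD, n = 3) for shWWOX-B. The adjusted p values of these last probes lay between 1.21e-05 and 0.00314 by limma. The alternative that moved the variant 1 probe most was the use of Feature Extraction's own processed signals, with a log2 ratio of -1.17 for shWWOX-B, a fall past 2-fold. With the same signals the variant 3 probe was at 1.16 for shWWOX-B, a rise past 2-fold. Under rank products no WWOX probe had a q under 0.05 in either subline, with q between 0.0872 and 0.901. With the normalization described above no probe showed a fall in WWOX mRNA past 2-fold. The subline names used with the arrays are those of the sample labels. The paper reports the fall of WWOX at the level of protein (Fig. 1A).

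**Figure D1:**
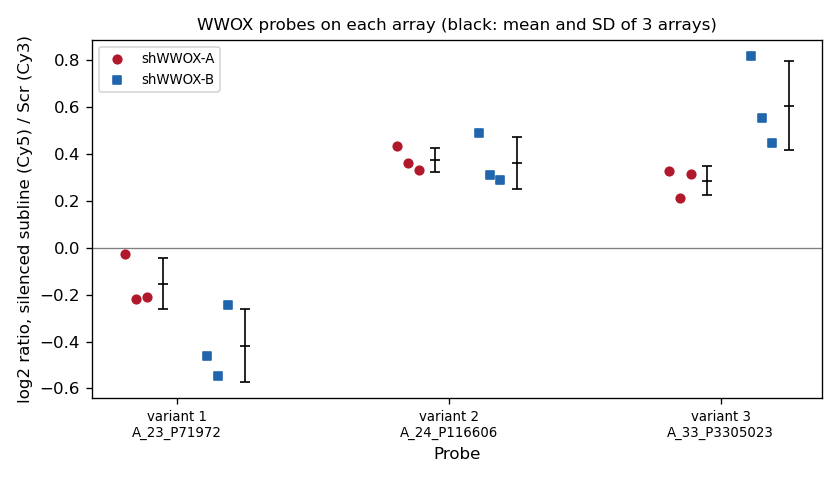
Log2 ratio of silenced subline (Cy5) over Scr (Cy3) of the 3 WWOX probes, by transcript variant, with 1 point per array (circles, shWWOX-A; squares, shWWOX-B) and the mean and SD of 3 arrays in black. The variant 1 probe lies below 0 and the probes of variants 2 and 3 lie above 0 on 6 of 6 arrays.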

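Both sublines passed the thresholds in the same direction at 214 probes with higher and 312 probes with lower signal than Scr. By the gene names of the array these were 200 and 288 genes. No probe passed in opposite directions. From the number of calls in each subline, 2.79 and 6.13 shared probes would fall together if the calls were independent, which they are not, since both sublines were compared with the same Scr RNAs. The fold change, not the p value, set these counts. Without a fold-change minimum 46.8% of the probes passed in shWWOX-A and 44.6% in shWWOX-B, and every probe past 2-fold had an adjusted p of 4.74e-04 or less by limma. The normalization that moved the counts most was centring each array on its median in place of both loess and the normalization between arrays. It gave 2000 shared probes with higher and 90 with lower signal. With 1 array left out at a time the counts stayed between 201 and 224 for higher and between 297 and 328 for lower signal.
Among the shared probes that were measured with 1 sign on all 6 arrays, the largest mean rise was that of SPINK6 on chromosome 5, with a log2 change of 2.08 over both sublines (adjusted p = 7.20e-10, limma). HIST1H1A, RRM2, AGPAT9 and NID2 followed with 1.95, 1.85, 1.79 and 1.74. SPC25, with 1.86 on the arrays that measured it, is left out here because its spot was marked as an outlier on 1 array. The largest mean fall was that of MUC21 on chromosome 6, with a log2 change of -3.69 (adjusted p = 1.17e-11, limma). HSD11B2, BBOX1, C14orf147 and BMF followed with -3.15, -2.62, -2.59 and -2.59.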

The statistical analysis of the sh*WWOX*-A and sh*WWOX*-B gene expression profiles identified 328 commonly up-modulated and 344 commonly down-modulated genes (q value < 0.05) in the two *WWOX* stably silenced cell lines (Figure 2A) (Additional file 2). We used the Ingenuity Pathway Analysis (IPA) resource for automated annotation and classification of the common differentially expressed genes. Among the statistically significant top biofunctions deregulated in *WWOX*-silenced cells, we identified cell cycle/proliferation, DNA replication, recombination and repair as well as cellular movement (Figure 2B). These biofunctions were consistent with the results from our phenotypic assays as markers of proliferation such as M*KI67* and *PCNA* were both significantly upregulated in WWOX silenced cells (Additional file 2). 

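The databases of the software used for this annotation were not analysed here. In their place, lists of genes of the S phase, the G2/M phase, DNA repair and cell movement were written by hand from general knowledge and tested with limma's camera, with a preset correlation of 0.01 between genes. The p values were adjusted over 39 tests, for 13 lists in shWWOX-A, in shWWOX-B and in the mean of both, among 27130 genes. The lists were written before the arrays were examined but after Additional file 2 had been read, and many of their genes are in its tables, which the study made from these arrays. They are not independent evidence. The S phase list had 40 genes on the arrays, 18 of them in Additional file 2. Over both sublines its median log2 change was 0.94, 40 of 40 genes were higher and the adjusted p was 2.87e-24. Of the 54 G2/M phase genes, 34 were in Additional file 2. This list had a median of 1.06 with 54 of 54 genes higher and an adjusted p of 1.79e-30. The median of the DNA repair list was 0.40, with 43 of 59 genes higher and an adjusted p of 2.52e-08. For cell movement the median was 0.16, with 33 of 51 genes higher and an adjusted p of 8.33e-04. Without the genes of Additional file 2 the medians were 0.79, 0.85, 0.35 and 0.16, and the adjusted p values were 6.55e-14, 3.61e-13, 1.27e-05 and 0.00427. When camera estimated the correlation from the arrays, only the G2/M phase list passed an adjusted p of 0.05, with 0.0275. The S phase, DNA repair and cell movement lists then had 0.0584, 0.0568 and 0.0584. Limma's fry, which asks whether the genes of a list changed at all, called all 13 lists.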

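MKI67 on chromosome 10 was measured with 3 probes and PCNA on chromosome 20 with 2 probes. The MKI67 probe that Additional file 2 lists, A_24_P346855 (129785630 to 129785690), had a log2 change of 1.42 ± 0.12 (SD, n = 3) in shWWOX-A, with an adjusted p of 6.49e-09 from limma. In shWWOX-B the change was 1.20 ± 0.06 (SD, n = 3), with an adjusted p of 1.44e-08 from limma. The other MKI67 probes, A_33_P3374210 and A_33_P3374205, rose by 1.36 and 0.60 on average over both sublines, so that the last did not reach 2-fold. For PCNA, probe A_23_P28886 (5043957 to 5044102, across an intron) changed by 1.13 ± 0.05 (SD, n = 3) in shWWOX-A and 1.14 ± 0.11 (SD, n = 3) in shWWOX-B, with adjusted p values of 2.14e-08 and 1.87e-08 from limma. The second PCNA probe, A_33_P3258612, gave 1.09 and 1.03. All 5 probes were higher than in Scr on 6 of 6 arrays. The difference between the sublines did not pass in either gene (adjusted p of 0.112 for MKI67 and 0.966 for PCNA, limma). For MKI67 probe A_24_P346855 the shWWOX-A arrays lay between 1.29 and 1.51, above the shWWOX-B arrays, between 1.15 and 1.26. The arrays separated in the same way at A_33_P3374210 and overlapped at A_33_P3374205. The average of the fold changes of both sublines was 2.49 for MKI67 and 2.19 for PCNA (2.94 and 2.20 with an offset of 0). Averaged over its 3 probes, MKI67 had log2 changes of 1.19 and 1.00 in the sublines.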

To identify affected transcriptional regulatory networks, we performed a ChIP enrichment analysis (ChEA) from the commonly deregulated gene list. Briefly, ChEA identifies over-representation of transcription factor targets from a mammalian ChIP-X database [24]. ChEA allowed us to identify a set of transcription factors that are the most likely to have regulated WWOX associated gene expression changes. 

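For each of the transcription factors E2F4, SOX2, E2F1 and SMAD3, Additional file 2 names the commonly changed genes that the ChIP-X database holds as its targets. The database itself was not analysed here, so no enrichment was computed. The names were complete for E2F1, and the lists were truncated for the other three, so the tallies cover the readable names alone. The study picked these genes from the same arrays, and their changes are not independent evidence for the factors. All 60 genes named for E2F1 were found, with 49 higher and 11 lower over both sublines and a median log2 change of 1.08. For E2F4, 61 of 87 names could be read, of which 56 were higher and 5 lower, with a median of 1.13. For SOX2 it was 65 of 140, of which 25 were higher and 40 lower, with a median of -1.16. For SMAD3 it was 62 of 84, of which 34 were higher and 28 lower, with a median of 0.64. Past both thresholds in both sublines were 46 of the E2F1 genes, 45 of the E2F4 genes, 53 of the SOX2 genes and 39 of the SMAD3 genes.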

We detected a statistically significant enrichment of E2F family members, SOX2 and SMAD3 gene targets (Figure 2C) (Additional file 2).

**Figure 2:**
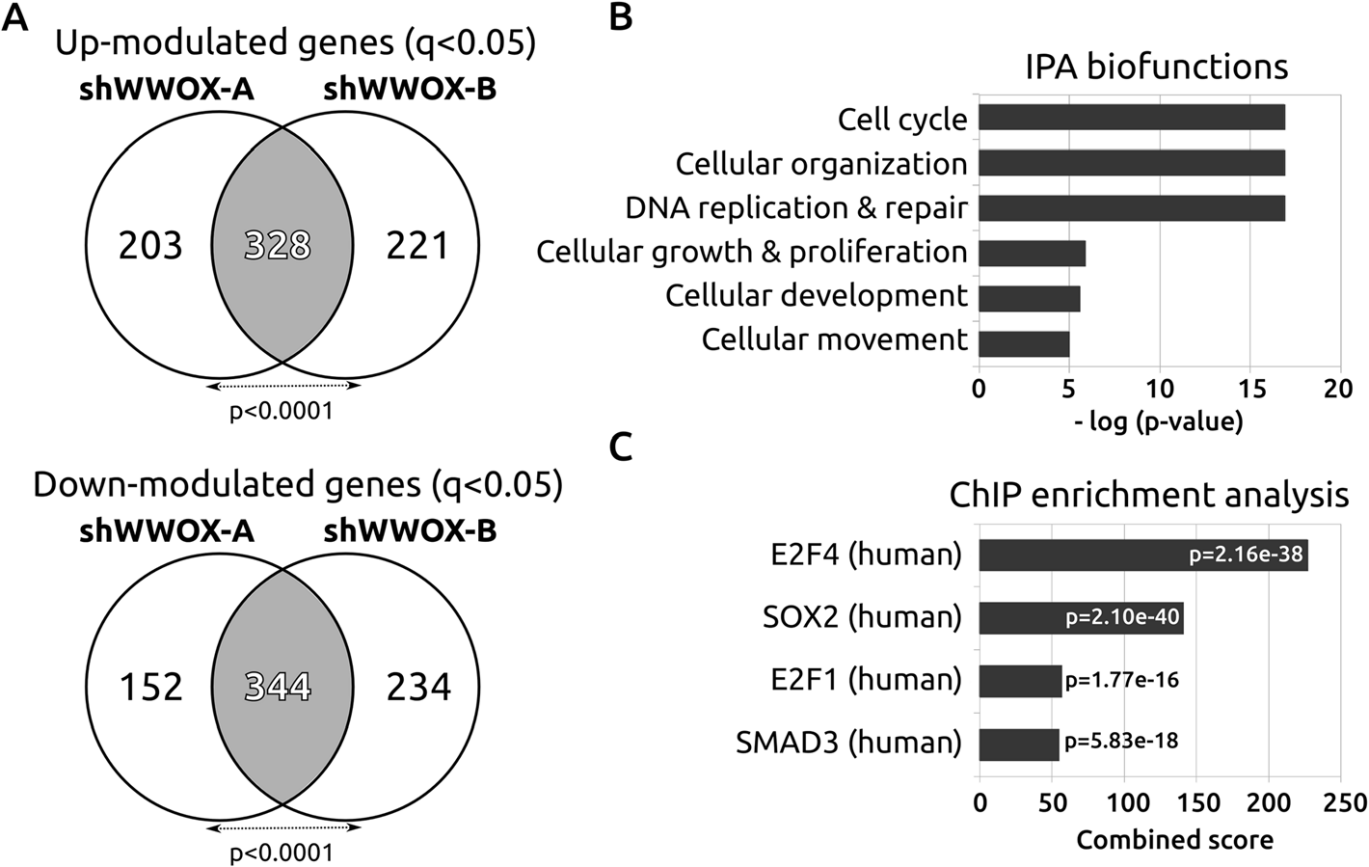
**Effects of WWOX silencing on gene expression. (A)** Venn diagram showing the overlap between transcripts up- or down-modulated in two independent WWOX-silenced MCF10 sublines (fold-change >2.0, q < 0.05). **(B)** Top predicted biofunctions deregulated in WWOX-silenced cells. Bar graph represents –log(p-value) for each biofunction. Biofunction prediction from IPA software. **(C)** ChIP enrichment analysis (ChEA) from the commonly deregulated gene list. Bars represent the four transcription factors with the highest combined scores calculated by the Enrichr resource, i.e. transcription factors more likely associated with the majority of gene expression changes observed (see also Additional file 2).

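The arrays of shWWOX-A had 309 probes up-modulated and 444 down-modulated, and those of shWWOX-B had 308 and 471. Up-modulated probes called in shWWOX-A alone numbered 95, and 93 of them had the same sign in shWWOX-B. Of 94 called in shWWOX-B alone, 90 had the same sign in shWWOX-A. Down-modulated probes called in 1 subline alone were 132 for shWWOX-A and 159 for shWWOX-B, of which 127 and 154 had the same sign in the other subline. Of these 480 probes, 32 passed limma's test of the difference between the sublines with a difference over 2-fold. Over all probes, 58 passed in this way, and 1865 passed the test when no fold change was required. The rank products test on the same ratios gave 302 and 441 probes for shWWOX-A and 303 and 468 for shWWOX-B. With the values deposited by the authors and limma's test, the counts were 637 and 695 for shWWOX-A and 403 and 559 for shWWOX-B. Of the paper's 328 genes listed as up-modulated, all 328 were higher here in both sublines and 190 passed both thresholds. All 344 of the paper's genes listed as down-modulated were lower in both sublines, and 268 passed both thresholds.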

### Upregulation of SMAD3 target genes in *WWOX* silenced cells

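By mean log2 change over both sublines, the 25 genes with the largest rise among the commonly up-modulated probes ranged from 2.08 for SPINK6 to 1.47 for CDCA3. Of these, 12 are also among the 25 genes with the largest average fold change in Additional file 2. SMAD3 targets among the readable names of that file's ChEA table were 5 of the 25, namely ANGPTL4 (1.74), SLC8A1 (1.72), UPP1 (1.66), FST (1.52) and TUBA1C (1.49). Among the 25 genes with the largest average fold change in Additional file 2 itself, 6 were among these names. Since 62 of 84 names could be read, both counts are lower limits. Cell cycle genes made up much of the rest, for example CCNB1 with 1.65, CCNA2 with 1.63 and HMMR with 1.58; these examples were chosen after their values were seen. The 25 genes with the largest average fold change in Additional file 2 were higher than in Scr on 6 of 6 arrays, and 17 of them passed both thresholds in both sublines.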

Interestingly, of the top 25 most upregulated genes in *WWOX*-silenced cells 40% were SMAD3 target genes (Additional file 2). Thus, SMAD3 appears as one of the top transcriptional regulators likely responsible for many of the gene expression changes detected by our microarray analysis. 

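The mRNA of SMAD3 itself (probe A_23_P48936, chromosome 15, 65274445 to 65274504) was higher than in Scr on 6 of 6 arrays, by a log2 change of 0.80 ± 0.11 (SD, n = 3) in shWWOX-A and 0.76 ± 0.05 (SD, n = 3) in shWWOX-B. The adjusted p values from limma were 2.02e-07 and 2.92e-07. The rise did not reach 2-fold. As a group, 34 genes of a hand-written list of TGFβ-induced genes had a median log2 change of 0.11 over both sublines, with 19 higher and 15 lower and an adjusted p of 0.0519 from limma's camera. In shWWOX-B alone the list passed (median 0.12, adjusted p = 0.0125, camera), and in shWWOX-A it did not (median 0.07, adjusted p = 0.107, camera). Of its 34 genes, 6 are in Additional file 2, all listed as up-modulated. Without them the median was -0.02 and the list did not differ from the other genes (adjusted p = 0.749, camera). Leaving out risen genes alone lowers a list by construction, so this value does not describe the list as a whole. A list of 8 TGFβ-repressed genes had a median of 0.53, with 5 higher and 3 lower and an adjusted p of 0.237. Under median centring in place of loess and of the normalization between arrays both lists lay higher than the other genes, with medians of 0.49 and 1.33. From the ChEA result and the SMAD3 targets among the most upregulated genes, the paper proposes SMAD3 as a top transcriptional regulator of these changes.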

Among the group of most significantly upregulated SMAD3 target genes we identified: *FST* (5.2 fold), *PTHLH* (3.6 fold), *ANGPTL4* (3.5 fold) and *SERPINE1* (2.5 fold). 

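The probes of FST, PTHLH and ANGPTL4 were higher than in Scr on 6 of 6 arrays. FST, which encodes follistatin, was measured on 10 spots of probe A_23_P110531 (chromosome 5, 52816594 to 52816653). Its log2 change was 1.76 ± 0.09 (SD, n = 3) in shWWOX-A and 1.29 ± 0.32 (SD, n = 3) in shWWOX-B, with adjusted p values of 6.82e-08 and 6.36e-07 from limma. The Scr channel was well above background at this probe on 1 of 3 shWWOX-A arrays and 0 of 3 shWWOX-B arrays. A lower limit was sought by raising the Scr signal to that of the dimmest probes well above background. The Scr signal of FST was not below that of these probes. The 2.27-fold obtained for shWWOX-B is therefore its plain ratio under Aquantile normalization between arrays, not a lower limit. PTHLH (probe A_23_P2271, chromosome 12, 28007609 to 28007668) changed by 1.53 ± 0.17 (SD, n = 3) and 1.22 ± 0.16 (SD, n = 3), with adjusted p values of 2.75e-08 and 1.22e-07 from limma. ANGPTL4 (probe A_33_P3295358, chromosome 19, 8345197 to 8345256) rose by 2.24 ± 0.34 (SD, n = 3) in shWWOX-A and by 1.25 ± 0.15 (SD, n = 3) in shWWOX-B. The difference of 0.99 between the sublines had an adjusted p of 0.00299 by limma, and slide and subline cannot be told apart. The difference of 0.47 in FST did not pass (adjusted p = 0.0701, limma). Averaged over the sublines as fold changes, ANGPTL4 was at 3.54 and PTHLH at 2.61. For FST this average was 2.91, in which the shWWOX-B value rests on a Scr channel not well above background. With an offset of 0 the averages were 3.57 for ANGPTL4, 3.58 for PTHLH and 4.62 for FST. Feature Extraction's own processed signals moved FST most, to an average of 10.7-fold.

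**Figure D2:**
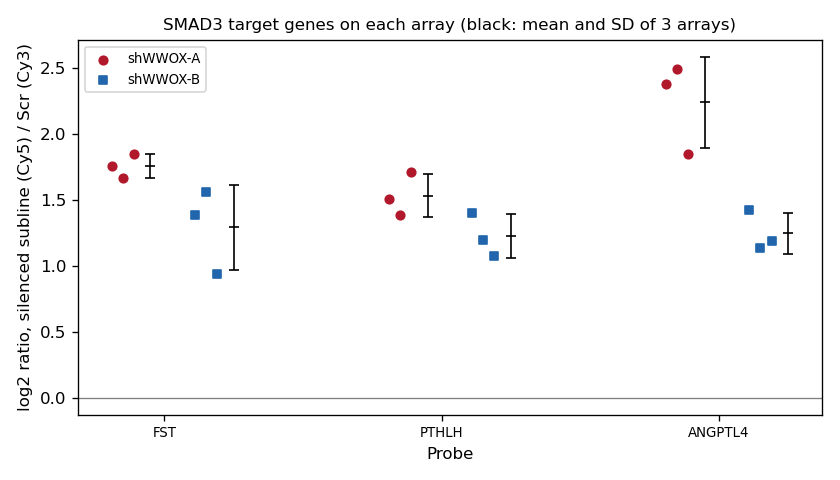
Log2 ratio of silenced subline (Cy5) over Scr (Cy3) for FST, PTHLH and ANGPTL4, with 1 point per array (circles, shWWOX-A; squares, shWWOX-B) and the mean and SD of 3 arrays in black. The points lie between 0.93 (FST) and 2.49 (ANGPTL4), all above 0.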

Real Time RT-PCR validations are shown in Figure 3A. In order to explore whether this finding was exclusive of MCF10 cells, we stably silenced *WWOX* expression in another normal breast epithelial cell line (184B5) and a breast cancer line (MCF7). Interestingly, we observed a similar SMAD3 target gene upregulation induced by *WWOX* silencing in those two breast derived cell lines as well (Figure 3B-C).

**Figure 3:**
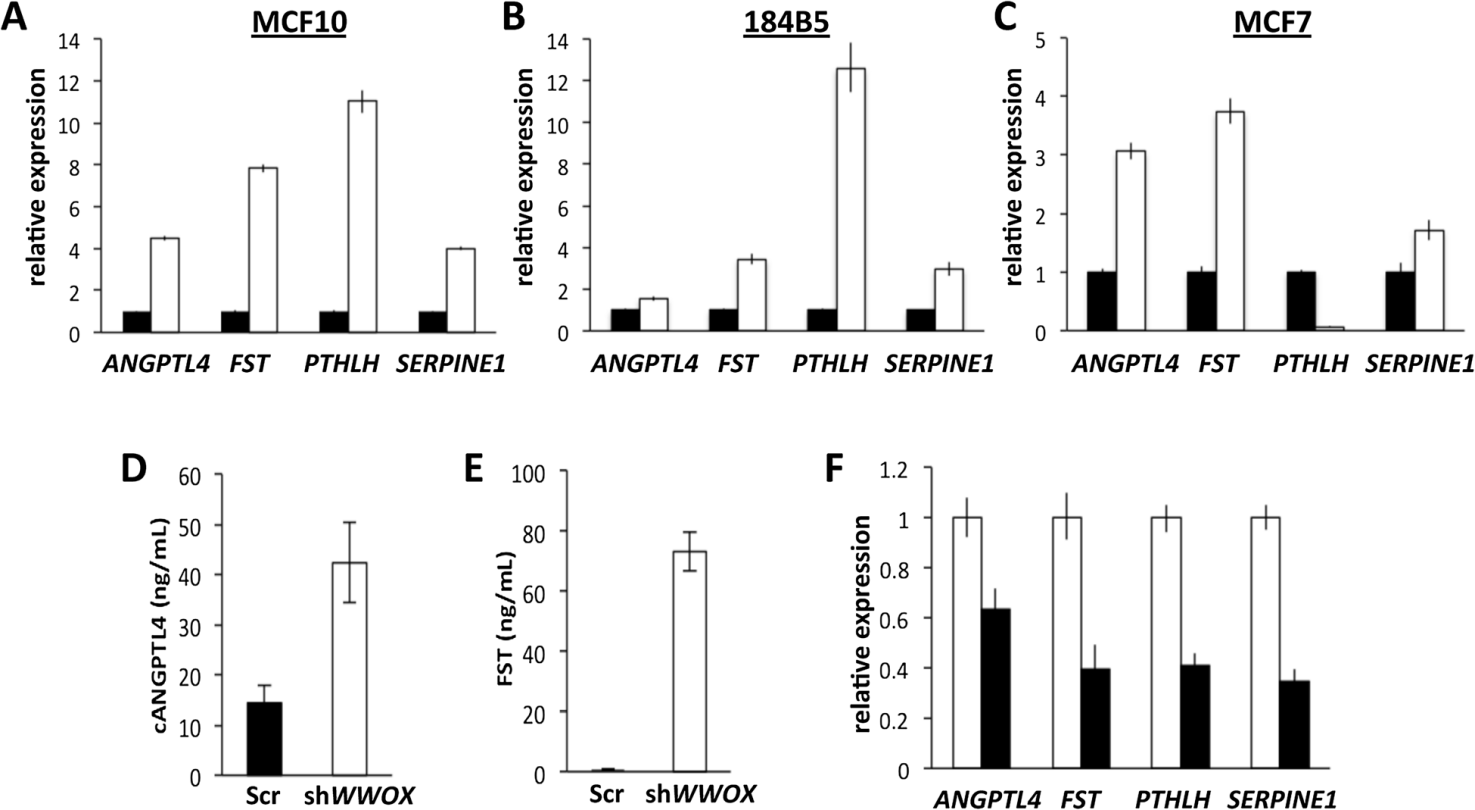
**WWOX silencing results in increased expression of SMAD3 target genes. (A-C)** Validation of increased gene expression of SMAD3-regulated genes in MCF10 **(A)** shWWOX subline (white bars) compared to Scr shRNA control (black bars) by Real Time qPCR. mRNA from three biological replicates of each stable cell line were used for quantitation, 18S rRNA was used as normalization control, (p < 0.01 for all genes). Further real-time PCR validation of SMAD3 target upregulation in WWOX-silenced (shWWOX-B, white bars) or Scr shRNA control (black bars) 184B5 normal breast cells **(B)** or MCF7 breast cancer cells **(C)**. Significant upregulation was seen for all target genes in all WWOX-silenced samples with the exception of *PTHLH* expression in MCF7 cells. **(D)** ELISA assay for quantitation of ANGPTL4 protein concentration in culture media from each MCF10 subline after 72 hours in culture (p < 0.01). **(E)** ELISA assay for FST protein concentration in culture media from MCF10 sublines. **(F)** Reversion of SMAD3 target gene upregulation by inducible ectopic WWOX expression in MCF10 shWWOX-A cells. Real-Time PCR analysis of MCF10 shWWOX-A cells transiently transduced with a DOX-inducible WWOX expression system. With induction of ectopic WWOX expression (black bars) or without WWOX expression (white bars). 18S rRNA used as normalization control (p < 0.05 for all genes).

Since the four aforementioned SMAD3 target genes all produce secreted proteins, we tested by ELISA the production of two of these proteins (ANGPTL4 and FST) and detected significant increased secretion of these proteins in cultured media from *WWOX* silenced cells (Figure 3D-E).

To further investigate whether transcription of these genes is regulated by WWOX expression status we transiently transduced MCF10 *WWOX*-silenced cells with a lentiviral, *WWOX* doxycycline-inducible system. We determined that mRNA levels of each of the four genes assayed decrease significantly when WWOX protein is re-expressed (Figure 3F). Overall we demonstrate that WWOX expression status influences the expression of subsets of SMAD3-regulated genes.

### WWOX inhibits TGFβ induced transcriptional activation and decreases SMAD3 promoter occupancy

Since SMAD3 is a known TGFβ activated transcription factor we investigated whether WWOX affects TGFβ-dependent transcription using the 3TP-LUX luciferase reporter. This plasmid contains a strong TGFβ-responsive element from the *SERPINE1* (also known as Plasminogen Activator inhibitor, PAI) promoter and is routinely used to assay TGFβ signaling [17]. Indeed, we found that dox-inducible expression of WWOX protein in MCF10 cells significantly quenched TGFβ-dependent luciferase expression (Figure 4A).

**Figure 4:**
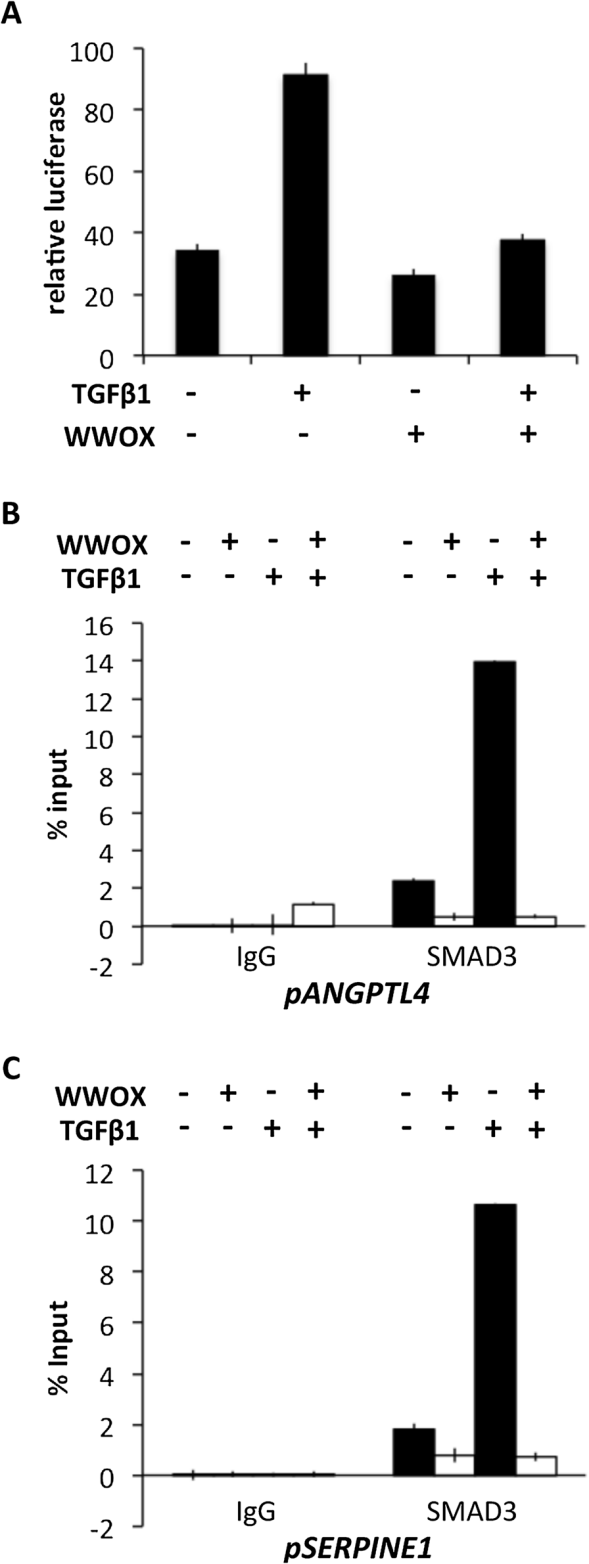
**WWOX inhibits TGFβ-dependent transcription and decreases SMAD3 occupancy at target gene promoters. (A)** 3TP-LUX luciferase reporter assay in MCF10 cells treated with or without doxycycline to induce WWOX expression and with or without TGFβ1 for 8 hours as indicated. Experiment done in triplicate. **(B-C)** Chromatin immunoprecipitation of SMAD3 (or IgG control) followed by qPCR in MCF10 cells transiently infected with the doxycycline-inducible WWOX expression lentivirus system. Primers used for qPCR span SMAD binding elements in the *ANGPTL4* promoter **(B)** or the *SERPINE1* promoter **(C)**. Error bars represent SD for all graphs.

We then asked whether WWOX expression in MCF10 cells would affect binding of SMAD3 to known DNA responsive elements on the *ANGPTL4* and *SERPINE1* promoters [27]. Using chromatin immunoprecipitation (ChIP) we observed, as expected, a significant increase in SMAD3 presence at both promoters upon TGFβ1 treatment. However, when WWOX expression was induced we found a dramatic loss of SMAD3 occupancy at both promoters (Figure 4B-C). These results demonstrate that WWOX protein expression affects SMAD3 protein availability for binding effector promoter elements both in the idle state and upon TGFβ1 stimulation.

### WWOX interacts with SMAD3 via WW domain 1

The first WW domain of WWOX is a Class I WW domain known to bind to PPXY motifs on target proteins in a phosphorylation-independent manner [25,30]. Since the SMAD3 protein contains a ^181^PPGY^184^ motif we investigated whether WWOX and SMAD3 proteins physically interact. Indeed co-immunoprecipitation of endogenous WWOX and SMAD3 proteins from MCF10 cell extracts demonstrates a strong interaction between the two proteins (Figure 5A). The SMAD3 coactivator RUNX2 is known to bind both SMAD3 and WWOX [31,32] thus it was used as a positive control for both co-immunoprecipitations. To determine whether the observed interaction is dependent upon WW1 domain of WWOX, GST-pulldown experiments were performed. We observed that SMAD3 from MCF10 whole cell lysates readily binds to the wild type WW domains of WWOX but the interaction is lost when the first WW domain is mutated (W44F/P47A) (Figure 5B).

**Figure 5:**
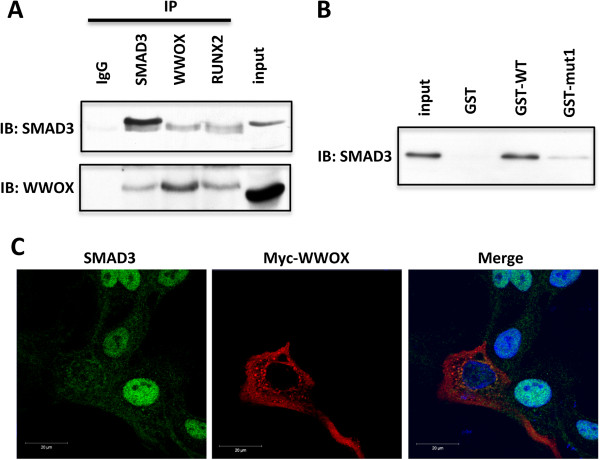
**WWOX binds to SMAD3 and relocalizes it to the cytoplasm. (A)** Co-immunoprecipitation of endogenous WWOX and SMAD3 from MCF10 cells. Whole cell lysates were immunoprecipitated with either rabbit IgG (control), anti-WWOX, anti-SMAD3 or anti-RUNX2 antibodies. The immunoprecipitates were immunoblotted with anti-WWOX and anti-SMAD3 antibodies as indicated. RUNX2 co-IP was used as a positive control for both WWOX and SMAD3 interactions. **(B)** MCF10 cells were transfected with Flag-SMAD3 and pulldowns were performed with the indicated GST fusion proteins either wild-type WW1 and 2 domains (GST-WT) or mutant WW1 (W44F/P47A) (GST-mut1) or GST alone. Bound protein was detected by SMAD3 immunoblot. **(C)** Confocal microscopy of MCF10 cells transfected with pcDNA-Myc-*WWOX* and treated with TGFβ1. Note how SMAD3 (green) localizes to the nucleus in cells with no Myc-WWOX expression (red) but undergoes intracellular redistribution mostly to the cytoplasmic compartment in cells with ectopic WWOX expression (red). Images taken using a Zeiss LSM510 META confocal microscope and the 100X objective.

### WWOX expression induces intracellular SMAD3 redistribution

WWOX is a cytoplasmic protein [10,25] while SMAD3 is predominantly found in the nuclear compartment. To determine whether WWOX affects SMAD3 protein subcellular localization, we used confocal microscopy to analyze SMAD3 intracellular distribution with or without WWOX ectopic expression. As expected, in MCF10 cells treated with TGFβ1, we found a predominantly nuclear staining for SMAD3 (Figure 5C). Interestingly however, induction of WWOX expression led to a cellular redistribution of SMAD3 protein levels shifting from the nuclear to the cytoplasmic compartment and perinuclear colocalization with WWOX.

### *WWOX* and *ANGPTL4* are inversely correlated in breast cancer and the *Wwox*^*lo*^*/ANGPTL4*^*hi*^ cluster is enriched in TNBC and basal-like cancers

Given the relevance of ANGPTL4 as a key determinant of lung metastatic phenotypes for breast cancer cells [33,34] and our observations of a clear inverse behavior between WWOX and ANGPTL4 at the transcript and protein level, we investigated whether this inverse relationship extended to breast cancers. To this end we performed a meta-analysis using three independent gene expression breast cancer datasets representing a total of 819 breast carcinoma samples. Unsupervised clustering of these samples showed the emergence of two defined clusters, cluster 1: *WWOX*^*hi*^*/ANGPTL4*^*lo*^ and cluster 2: *WWOX*^*lo*^*/ANGPTL4*^*hi*^ representative of a statistically significant negative correlation between *WWOX* and *ANGPTL4* expression (Figure 6). Further analysis of breast tumor subtypes determined that the *WWOX*^*lo*^*/ANGPTL4*^*hi*^ cluster demonstrates a significant enrichment of triple-negative breast cancer (TNBC) and basal-like tumors (Cluster 2, p < 0.05). Overall, our analysis reveals a significant inverse correlation between *WWOX* and *ANGPTL4* transcript levels in breast cancer patient samples and that tumors with the *WWOX*^*lo*^*/ANGPTL4*^*hi*^ signature correlate with breast cancer subtypes characterized by poor prognosis.

**Figure 6:**
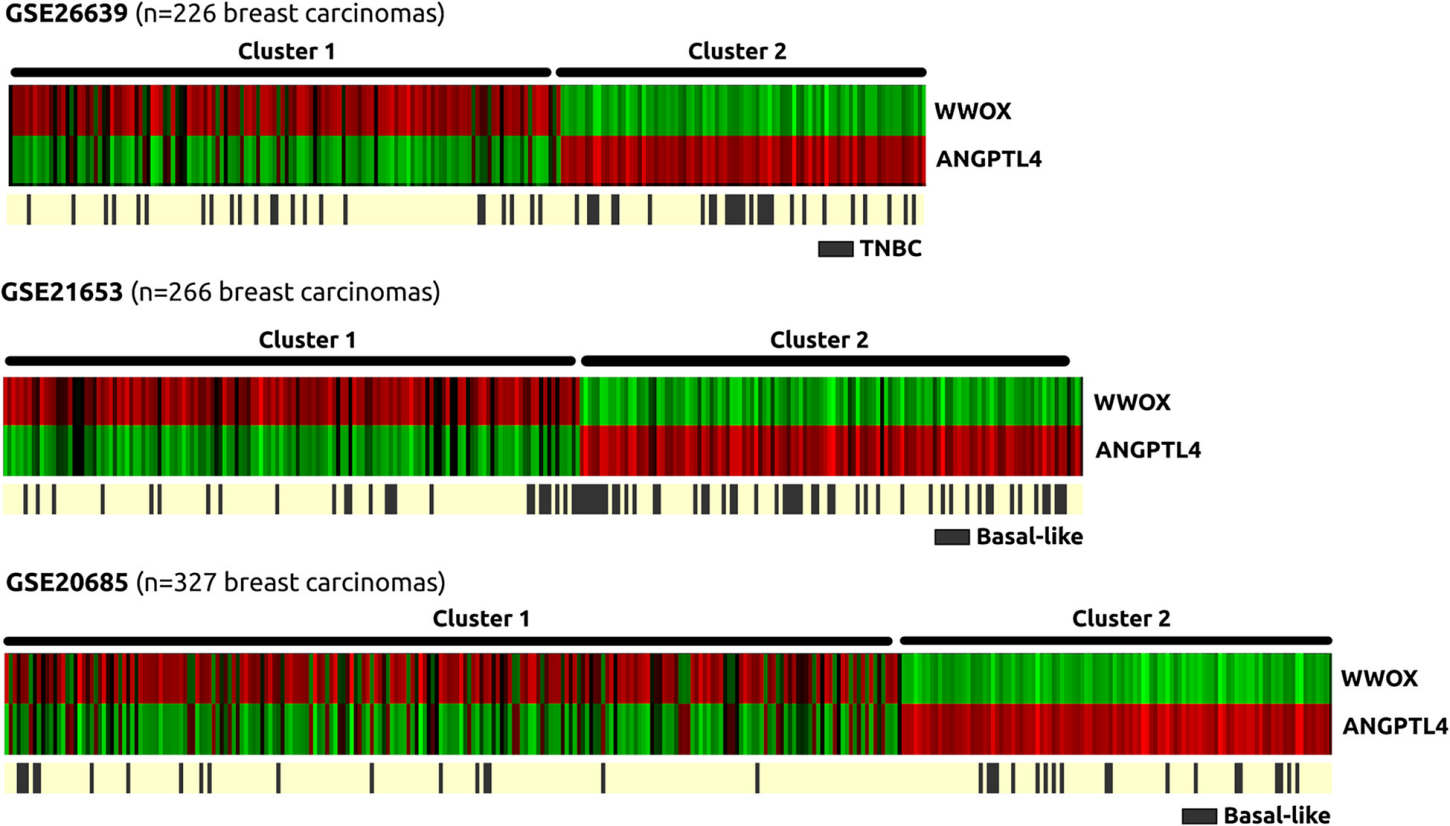
***WWOX *AND *ANGPTL4 *expression meta-analysis in breast cancer datasets.** Comparative analysis of *WWOX* and *ANGPTL4* expression in three independent gene expression studies of primary breast carcinomas. Unsupervised clustering resulted in two main groups, Cluster 1: *WWOX*^*hi*^*/ANGPTL4*^*lo*^ and Cluster 2 *WWOX*^*lo*^*/ANGPTL4*^*hi*^ according to their gene expression profiles. We identified a statistically significant enrichment of TNBC and basal-like breast carcinomas in cluster 2 from each dataset (p < 0.05).

## Discussion

It is clear that expression of WWOX is lost in breast cancer and that this loss becomes more frequent as the disease progresses [8,9,35,36]. Thus, we feel it is important to understand the functions of WWOX in normal breast cells and the effects of loss of expression of this protein in breast cancer progression. In this study, we have described the multiple consequences of *WWOX* silencing in normal human breast cells. *WWOX* knockdown leads to a pro-transformation phenotype with increased proliferation, decreased attachment to ECM substrates and increased cell motility. These phenotypes were supported by corresponding changes in gene expression as genes involved in cell cycle, DNA damage response and cell motility were found deregulated in WWOX silenced cells.

ChIP enrichment analysis identified SMAD3 as one of the most over-represented transcription factors responsible for many of the observed gene expression changes. Well known SMAD3 target genes such as *FST, ANGPTL4, PTHLH* and *SERPINE1* were found significantly upregulated upon WWOX silencing. Interestingly, *ANGPTL4*, *PTHLH* and *SERPINE1* have all been shown to be involved in breast cancer progression and metastasis [33,37,38]. We observed that these specific gene expression changes detected in WWOX knockdown cells can be reverted upon WWOX re-expression. Furthermore, we showed that WWOX protein expression significantly decreases SMAD3 promoter occupancy at target DNA elements and significantly decreases the response of a TGFβ luciferase reporter.

These observations lead us to investigate whether WWOX and SMAD3 physically interact with each other. Indeed, we demonstrate for the first time that WWOX is able to bind SMAD3 via the first WW domain and likely modulates SMAD3 transcriptional activity by cytoplasmic sequestration.

The effect of TGFβ signaling in breast cells has been described as paradoxical since it acts as an inhibitor of growth in normal mammary epithelium [39] but transitions to being an enhancer of tumor progression in advanced breast cancer stages [40-42]. The mechanisms behind this dichotomous behavior are poorly understood [43]. In normal mammary epithelial cells TGFβ inhibits cell growth by inducing the expression of cell cycle inhibitors such as *CDKN2B* (*p15*) and *CDKN1A* (*p21*) and repressing the expression of cell cycle activators such as *MYC*[44-46]. On the other hand, in advanced-stage breast cancer the growth inhibitory effects of genes such a p15 and p21 are no longer effective and different subsets of pro-oncogenic and pro-metastatic genes are activated by TGFβ [40-42]. In fact the majority of breast cancers demonstrate active signaling through the TGFβ pathway and some tumors secret high levels of TGFβ [40].

SMAD protein family members are known to be regulated by a number of WW-domain containing proteins such as YAP, PIN1, NEDD4L and SMURF1/2 [47,48]. YAP and PIN1 interact with SMADs in a phosphorylation-dependent manner and stabilize SMAD-cofactor binding at promoter elements to enhance transcriptional effects [47]. NEDD4L and SMURF1/2 are E3 ubiquitin ligase proteins responsible for SMAD protein turnover [43,47]. WWOX, also a WW domain containing cytoplasmic protein, is known to physically interact with the PPXY motif of various transcription factors via such domains and it has been postulated that one of its mechanisms of action is to impede nuclear translocation, thus regulating their transcriptional activity [5,49]. In this study, we propose that *via* the same mechanism WWOX acts as an inhibitor of TGFβ signaling by binding to SMAD3 and modulating nuclear translocation of this transcription factor, thus reducing promoter occupation and transcriptional activation. In the absence of WWOX, a condition that emulates advanced breast cancer, SMAD3 can enter the nucleus uninhibited. Promoter specificity and activation of pro-metastatic genes such as *ANGPTL4*, *PTHLH* and *SERPINE1*, depends on SMAD3 interaction with specific transcriptional co-activators such as RUNX2. RUNX2 is a SMAD3 coactivator that has been shown to induce EMT [50] and pro-metastatic genes such as *ANGPTL4*[33] in a TGFβ-dependent manner. Interestingly, it has been previously demonstrated that WWOX also binds to RUNX2 (Figure 5A) and modulates its transcriptional activity [32]. The ability of WWOX to affect the transcriptional activity of not only SMAD3 but also of a key transcriptional cofactor such as RUNX2 suggests that the presence or absence of WWOX could be critical for modulating TGFβ signaling and, more importantly, for the activation or repression of specific transcriptional targets known to be associated with tumor progression. Interestingly, our breast cancer gene expression meta-analysis indicates an inverse correlation between *WWOX* and *ANGPTL4.* Furthermore, tumors with the *WWOX*^*lo*^*/ANGPTL4*^*hi*^ signature correlate with breast cancer subtypes characterized by poor prognosis. Thus, the *WWOX*^*lo*^*/ANGPTL4*^*hi*^ breast cancer subset could represent good candidates for exploring anti-TGFβ therapeutic approaches.

## Conclusions

Loss of WWOX expression leads to significant upmodulation of SMAD3 transcriptional activity leading to overexpression of multiple gene targets associated with breast cancer progression. WWOX directly binds SMAD3 via WW domain 1 and inhibits its transcriptional activity by sequestering this transcription factor in the cytoplasmic compartment.

In summary, we hypothesize that the progressive loss of WWOX expression in advanced breast cancer contributes to deregulating the TGFβ pathway and, more importantly, may explain some of the pro-metastatic effects resulting from TGFβ/SMAD3 hyperactive signaling in advanced breast cancer.

## Abbreviations

WWOX: WW-domain containing oxidoreductase; ANGPTL4: Angiopoietin-like 4; FST: Follistatin; PTHLH: Parathyroid hormone-like hormone; SERPINE1: Serpin peptidase inhibitor, clade E, member 1; TGFβ: Transforming growth factor β; DMEM: Dulbecco’s modified Eagle’s medium; IMEM: Minimum Essential Medium; MEBM: Mammary epithelial basal medium; MOI: Multiplicity of infection.

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

CMA and BWF contributed the conception of the project and the design of all experiments. Experiments were conducted by BWF, XG, MJZ and JL. CRJ contributed confocal microscopy expertise. MCA carried out all bioinformatic analyses. BWF, MCA and CMA wrote the main body of the manuscript. All authors read and gave their final approval for the manuscript.

## Pre-publication history

The pre-publication history for this paper can be accessed here:

http://www.biomedcentral.com/1471-2407/13/593/prepub

## Supplementary Material

Additional file 1 **WWOX silencing in MCF10 cells results in decreased attachment to extracellular matrix substrates.** Attachment of MCF10 Scr control or shWWOX cells to laminin, collagen or fibronectin matrices. Click here for file

Additional file 2 **Microarray gene expression data and ChIP Enrichment Analysis data from WWOX-silenced MCF10 cells.** Genes up- or down-regulated in WWOX-silenced cells and the ChEA data of predicted transcription factors affected by WWOX silencing. Click here for file

## References

[B1] BednarekAKLaflinKJDanielRLLiaoQHawkinsKAAldazCMWWOX, a novel WW domain-containing protein mapping to human chromosome 16q23.3-24.1, a region frequently affected in breast cancerCancer Res20006082140214510786676

[B2] RiedKFinnisMHobsonLMangelsdorfMDayanSNancarrowJKWoollattEKremmidiotisGGardnerAVenterDCommon chromosomal fragile site FRA16D sequence: identification of the FOR gene spanning FRA16D and homozygous deletions and translocation breakpoints in cancer cellsHum Mol Genet20009111651166310.1093/hmg/9.11.165110861292

[B3] BignellGRGreenmanCDDaviesHButlerAPEdkinsSAndrewsJMBuckGChenLBeareDLatimerCSignatures of mutation and selection in the cancer genomeNature2010463728389389810.1038/nature0876820164919PMC3145113

[B4] RamosDAldazCMWWOX, a chromosomal fragile site gene and its role in cancerAdv Exp Med Biol200658714915910.1007/978-1-4020-5133-3_1417163164

[B5] AqeilanRICroceCMWWOX in biological control and tumorigenesisJ Cell Physiol2007212230731010.1002/jcp.2109917458891

[B6] PaigeAJTaylorKJTaylorCHillierSGFarringtonSScottDPorteousDJSmythJFGabraHWatsonJEWWOX: a candidate tumor suppressor gene involved in multiple tumor typesProc Natl Acad Sci U S A20019820114171142210.1073/pnas.19117589811572989PMC58744

[B7] BergsagelPLKuehlWMChromosome translocations in multiple myelomaOncogene200120405611562210.1038/sj.onc.120464111607813

[B8] NunezMILudes-MeyersJAbbaMCKilHAbbeyNWPageRESahinAKlein-SzantoAJAldazCMFrequent loss of WWOX expression in breast cancer: correlation with estrogen receptor statusBreast Cancer Res Treat20058929910510.1007/s10549-004-1474-x15692750PMC4145848

[B9] GulerGUnerAGulerNHanSYIliopoulosDHauckWWMcCuePHuebnerKThe fragile genes FHIT and WWOX are inactivated coordinately in invasive breast carcinomaCancer200410081605161410.1002/cncr.2013715073846

[B10] BednarekAKKeck-WaggonerCLDanielRLLaflinKJBergsagelPLKiguchiKBrennerAJAldazCMWWOX, the FRA16D gene, behaves as a suppressor of tumor growthCancer Res200161228068807311719429

[B11] QinHRIliopoulosDSembaSFabbriMDruckTVoliniaSCroceCMMorrisonCDKleinRDHuebnerKA role for the WWOX gene in prostate cancerCancer Res200666136477648110.1158/0008-5472.CAN-06-095616818616

[B12] NakayamaSSembaSMaedaNAqeilanRIHuebnerKYokozakiHRole of the WWOX gene, encompassing fragile region FRA16D, in suppression of pancreatic carcinoma cellsCancer Sci20089971370137610.1111/j.1349-7006.2008.00841.x18460020PMC11159152

[B13] AqeilanRITrapassoFHussainSCostineanSMarshallDPekarskyYHaganJPZanesiNKaouMSteinGSTargeted deletion of Wwox reveals a tumor suppressor functionProc Natl Acad Sci U S A2007104103949395410.1073/pnas.060978310417360458PMC1820689

[B14] Ludes-MeyersJHKilHParker-ThornburgJKusewittDFBedfordMTAldazCMGeneration and characterization of mice carrying a conditional allele of the Wwox tumor suppressor genePLoS One2009411e777510.1371/journal.pone.000777519936220PMC2777388

[B15] FergusonBWGaoXKilHLeeJBenavidesFAbbaMCAldazCMConditional Wwox deletion in mouse mammary gland by means of two Cre recombinase approachesPLoS One201275e3661810.1371/journal.pone.003661822574198PMC3344920

[B16] LabbeESilvestriCHoodlessPAWranaJLAttisanoLSmad2 and Smad3 positively and negatively regulate TGF beta-dependent transcription through the forkhead DNA-binding protein FAST2Mol Cell19982110912010.1016/S1097-2765(00)80119-79702197

[B17] WranaJLAttisanoLCarcamoJZentellaADoodyJLaihoMWangXFMassagueJTGF beta signals through a heteromeric protein kinase receptor complexCell19927161003101410.1016/0092-8674(92)90395-S1333888

[B18] SmythGKlimma: Linear Models for Microarray DataBioinformatics and Computational Biology Solutions Using R and Bioconductor2005New York: Springer Verlag397420

[B19] BreitlingRArmengaudPAmtmannAHerzykPRank products: a simple, yet powerful, new method to detect differentially regulated genes in replicated microarray experimentsFEBS Lett20045731–383921532798010.1016/j.febslet.2004.07.055

[B20] SaeedAISharovVWhiteJLiJLiangWBhagabatiNBraistedJKlapaMCurrierTThiagarajanMTM4: a free, open-source system for microarray data management and analysisBiotechniques20033423743781261325910.2144/03342mt01

[B21] SmidMDorssersLCJensterGVenn Mapping: clustering of heterologous microarray data based on the number of co-occurring differentially expressed genesBioinformatics200319162065207110.1093/bioinformatics/btg28214594711

[B22] Ingenuity Pathways Analysishttp://www.ingenuity.com

[B23] Enrichr Online Resourcehttp://amp.pharm.mssm.edu/Enrichr

[B24] LachmannAXuHKrishnanJBergerSIMazloomARMa’ayanAChEA: transcription factor regulation inferred from integrating genome-wide ChIP-X experimentsBioinformatics201026192438244410.1093/bioinformatics/btq46620709693PMC2944209

[B25] Ludes-MeyersJHKilHBednarekAKDrakeJBedfordMTAldazCMWWOX binds the specific proline-rich ligand PPXY: identification of candidate interacting proteinsOncogene200423295049505510.1038/sj.onc.120768015064722PMC4143251

[B26] NaruhnSMeissnerWAdhikaryTKaddatzKKleinTWatzerBMuller-BrusselbachSMullerR15-hydroxyeicosatetraenoic acid is a preferential peroxisome proliferator-activated receptor beta/delta agonistMol Pharmacol201077217118410.1124/mol.109.06054119903832

[B27] KaddatzKAdhikaryTFinkernagelFMeissnerWMuller-BrusselbachSMullerRTranscriptional profiling identifies functional interactions of TGF beta and PPAR beta/delta signaling: synergistic induction of ANGPTL4 transcriptionJ Biol Chem201028538294692947910.1074/jbc.M110.14201820595396PMC2937979

[B28] InSilico DB Genomic Datasets Hubhttp://insilico.ulb.ac.be/

[B29] Gaussian Mixture Modelinghttp://www.astro.lsa.umich.edu/~ognedin/gmm

[B30] SudolMHunterTNeW wrinkles for an old domainCell200010371001100410.1016/S0092-8674(00)00203-811163176

[B31] SelvamuruganNKwokSPartridgeNCSmad3 interacts with JunB and Cbfa1/Runx2 for transforming growth factor-beta1-stimulated collagenase-3 expression in human breast cancer cellsJ Biol Chem200427926277642777310.1074/jbc.M31287020015084595

[B32] AqeilanRIHassanMQde BruinAHaganJPVoliniaSPalumboTHussainSLeeSHGaurTSteinGSThe WWOX tumor suppressor is essential for postnatal survival and normal bone metabolismJ Biol Chem200828331216292163910.1074/jbc.M80085520018487609PMC2490770

[B33] PaduaDZhangXHWangQNadalCGeraldWLGomisRRMassagueJTGFbeta primes breast tumors for lung metastasis seeding through angiopoietin-like 4Cell20081331667710.1016/j.cell.2008.01.04618394990PMC2390892

[B34] ZhuPTanMJHuangRLTanCKChongHCPalMLamCRBoukampPPanJYTanSHAngiopoietin-like 4 protein elevates the prosurvival intracellular O2(-): H2O2 ratio and confers anoikis resistance to tumorsCancer Cell201119340141510.1016/j.ccr.2011.01.01821397862

[B35] AqeilanRIDonatiVGaudioENicolosoMSSundvallMKorhonenALundinJIsolaJSudolMJoensuuHAssociation of Wwox with ErbB4 in breast cancerCancer Res200767199330933610.1158/0008-5472.CAN-07-214717909041

[B36] GulerGHuebnerKHimmetogluCJimenezRECostineanSVoliniaSPilarskiRTHayranMShapiroCLFragile histidine triad protein, WW domain-containing oxidoreductase protein Wwox, and activator protein 2gamma expression levels correlate with basal phenotype in breast cancerCancer2009115489990810.1002/cncr.2410319130459PMC2640223

[B37] BosPDZhangXHNadalCShuWGomisRRNguyenDXMinnAJvan de VijverMJGeraldWLFoekensJAGenes that mediate breast cancer metastasis to the brainNature200945972491005100910.1038/nature0802119421193PMC2698953

[B38] JanickeFSchmittMPacheLUlmKHarbeckNHoflerHGraeffHUrokinase (uPA) and its inhibitor PAI-1 are strong and independent prognostic factors in node-negative breast cancerBreast Cancer Res Treat199324319520810.1007/BF018332608435475

[B39] SilbersteinGBDanielCWReversible inhibition of mammary gland growth by transforming growth factor-betaScience1987237481229129310.1126/science.34747833474783

[B40] Barcellos-HoffMHAkhurstRJTransforming growth factor-beta in breast cancer: too much, too lateBreast Cancer Res200911120210.1186/bcr222419291273PMC2687712

[B41] MosesHBarcellos-HoffMHTGF-beta biology in mammary development and breast cancerCold Spring Harb Perspect Biol201131a0032772081054910.1101/cshperspect.a003277PMC3003461

[B42] PaduaDMassagueJRoles of TGFbeta in metastasisCell Res20091918910210.1038/cr.2008.31619050696

[B43] MassagueJTGFbeta signalling in contextNat Rev Mol Cell Biol2012131061663010.1038/nrm343422992590PMC4027049

[B44] ChenCRKangYSiegelPMMassagueJE2F4/5 and p107 as Smad cofactors linking the TGFbeta receptor to c-myc repressionCell20021101193210.1016/S0092-8674(02)00801-212150994

[B45] FengXHLiangYYLiangMZhaiWLinXDirect interaction of c-Myc with Smad2 and Smad3 to inhibit TGF-beta-mediated induction of the CDK inhibitor p15(Ink4B)Mol Cell20029113314310.1016/S1097-2765(01)00430-011804592

[B46] PardaliKKurisakiAMorenAten DijkePKardassisDMoustakasARole of Smad proteins and transcription factor Sp1 in p21(Waf1/Cip1) regulation by transforming growth factor-betaJ Biol Chem200027538292442925610.1074/jbc.M90946719910878024

[B47] AragonEGoernerNZaromytidouAIXiQEscobedoAMassagueJMaciasMJA Smad action turnover switch operated by WW domain readers of a phosphoserine codeGenes Dev201125121275128810.1101/gad.206081121685363PMC3127429

[B48] SudolMWW domains in the heart of Smad regulationStructure201220101619162010.1016/j.str.2012.09.00723063008

[B49] SalahZAqeilanRHuebnerKWWOX gene and gene product: tumor suppression through specific protein interactionsFuture Oncol20106224925910.2217/fon.09.15220146584PMC2832309

[B50] ChimgeNOBaniwalSKLittleGHChenYBKahnMTripathyDBorokZFrenkelBRegulation of breast cancer metastasis by Runx2 and estrogen signaling: the role of SNAI2Breast Cancer Res2011136R12710.1186/bcr307322151997PMC3326569

# Supplementary material for: The cancer gene WWOX behaves as an inhibitor of SMAD3 transcriptional activity via direct binding
**Source:** BMC Cancer. 2013 Dec 11;13:593. doi: 10.1186/1471-2407-13-593
**Supplement:** Additional file 1 — WWOX silencing in MCF10 cells results in decreased attachment to extracellular matrix substrates. Attachment of MCF10 Scr control or shWWOX cells to laminin, collagen or fibronectin matrices.

**
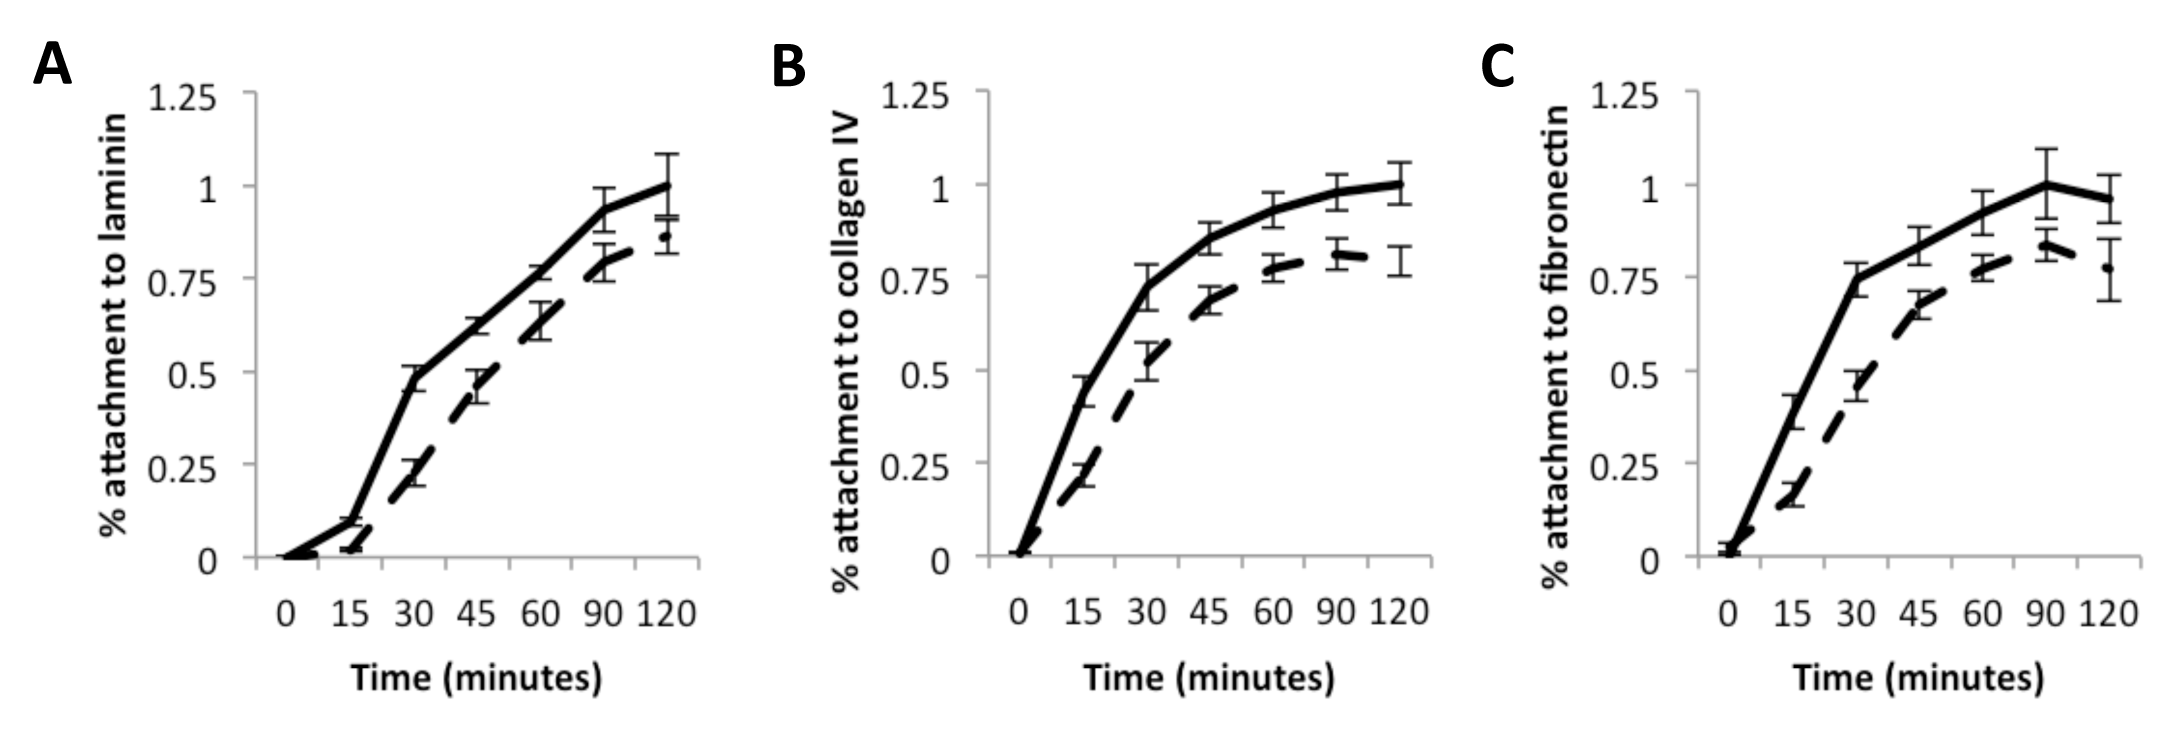
**

**Additional File 1. WWOX silencing in MCF10 cells results in decreased attachment to extracellular matrix substrates.**  Effect of *WWOX* knockdown on attachment of MCF10 cells to laminin **(A)**, collagen IV **(B)** and fibronectin **(C).** Cell adhesion measured by the SRB assay. Solid line, Scr subline; dashed line, sh*WWOX* subline; data points represent the average of two independent experiments done in quadruplicate ± SEM.

How the deposited data were processed for this re-analysis (not part of the article)

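Gene expression was measured in MCF10 breast epithelial cells stably infected with the shWWOX-A or the shWWOX-B lentivirus and compared with MCF10 cells carrying a scrambled shRNA (Scr). Each of 6 Agilent whole human genome arrays set 1 biological replicate of a silenced subline in Cy5 against Scr in Cy3, with 3 arrays per subline and no dye-swapped array. Grouping followed the sample labels. The authors' image analysis gave the intensity of each spot and of its local background in each channel, as mean and median brightness without normalization. It also gave processed signals that Feature Extraction had background-subtracted, detrended and dye-normalized, and the log10 ratio of these signals as deposited by the authors. A second deposited file holds log2 ratios of silenced subline over Scr for each of 43118 spots, after the authors' normexp, loess and quantile normalization. Their scale and direction were checked against those log10 ratios.

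The unnormalized brightness was processed with limma 3.58.1 in R 4.3.3. Background was adjusted with normexp and an offset of 50, each array was normalized by loess without weight on spots marked as outliers, and the channels were quantile-normalized between arrays. Outlier spots were then left out and the spots of each of 34127 probes averaged. A probe counted as well above background on an array when Feature Extraction marked at least 50 percent of its spots so. Between 57.0% and 61.6% of the probes did so per channel and array, and 19263 probes did so in at least 1 channel on every array. Tables were handled with data.table 1.17.8, and plots were drawn with matplotlib 3.10.9 under Python 3.11.15.

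A linear model with a mean per subline was fitted with limma's lmFit and eBayes to 34109 probes over all 6 arrays. Each mean was tested against 0, and so were their difference (shWWOX-A minus shWWOX-B) and their average, with Benjamini-Hochberg adjustment per comparison. Probes with an adjusted p under 0.05 and a change over 2-fold were counted. Probes past both thresholds in both sublines in the same direction were counted as common. Since 3 arrays alone leave few degrees of freedom, the fit shared its estimate of the spread. The prior of eBayes added 6.65 degrees of freedom. The number of arrays limits the precision, and no intervals from counts apply.

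The genes named in the text were chosen by a rule written before the data were examined. They are 20 genes taken as measured or TGFβ-related transcripts of the results and discussion, though the paper's text does not name SMAD2, SMAD4 and SMAD7 there, the 5 probes with the largest mean rise and the 5 with the largest mean fall among common probes of 1 sign on all 6 arrays, and the 5 probes with the largest difference between the sublines. A gene was represented by the probe listed in Additional file 2, otherwise by its brightest probe. Adjusted over the list alone, 16 of the 20 genes passed an adjusted p of 0.05 in shWWOX-A, 12 in shWWOX-B, 16 in the mean and 5 in the difference; over all probes it was 14, 12, 16 and 2. Since the study picked some of these genes from the same arrays, the count over the list alone is not independent evidence. Of 27450 probes with a transcript accession, 24827 matched the reference table of symbols, and the gene names of the array were kept.

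Lists of genes for 13 functions (S phase, G2/M phase, DNA repair, cell movement, matrix receptors, TGFβ-induced, TGFβ-repressed, interferon-induced, p53-induced, glucocorticoid-induced, FOXO-induced, ERK-induced and squamous differentiation) were written by hand and tested with limma's camera at a preset correlation of 0.01, with fry and camera with an estimated correlation as alternatives. They were written after Additional file 2 had been read. The enrichment databases that the paper used were not analysed here.

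The alternatives set before the data were examined were Aquantile normalization between arrays, normexp with an offset of 0, no background correction, Feature Extraction's processed signals, median centring in place of loess, the deposited log2 ratios, a filter on probes well above background, the replicate number as a block, a fit of each subline alone, the one-class rank products test with 100 permutations, the adjusted p alone, counts of genes in place of probes, the mean over a gene's probes and each array left out in turn. Median centring and the processed signals were run without normalization between arrays. The slide as a block was not run, since each slide held arrays of 1 subline. A cap on the local background at percentile 99.9 of each array and rank products by q alone were added after seeing the data. The procedure was also tested on simulated data in which 200 of 33892 probes changed by a log2 value of 1.5. Limma and rank products each recovered 200 of them as shared calls with 0 false calls. That simulation had no dye bias and no difference among the control RNAs, so it is an easy case. The real-time PCR, ELISA, ChIP, reporter and tumor data of the paper were not part of these files.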

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

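The tests of reversed labels and of noise at dim probes were chosen after the WWOX values had been seen, and the other tests of this part were set before.

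Between the sublines 58 probes differed by limma's test of the difference with a change over 2-fold. Among the named genes the difference shWWOX-A minus shWWOX-B, in log2, was 1.47 for SPINK6 (2.81 against 1.34, adjusted p = 1.83e-04, limma), 0.99 for ANGPTL4 (2.24 against 1.25, adjusted p = 0.00299, limma), 0.77 for NID2 and 0.46 for AGPAT9, which rose in both sublines on 6 of 6 arrays. MUC21 (-0.64), BBOX1 (-0.29) and C14orf147 (0.81) fell in both, on 6 of 6 arrays. SMAD2 differed by 0.30, with a change of 0.24 in shWWOX-A and -0.07 in shWWOX-B, each of 1 sign on its 3 arrays.

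The largest differences were those of CHAC1 (-2.59), CEACAM6 (2.14), COL12A1 (-2.04), LOC284561 (-2.01) and LEPREL2 (-1.91). CEACAM6 was at 2.19 in shWWOX-A and 0.06 in shWWOX-B. COL12A1 and LEPREL2 went in opposite directions, with -0.74 and -0.64 in shWWOX-A and 1.30 and 1.27 in shWWOX-B, on 3 of 3 arrays each. CHAC1 varied among the shWWOX-B arrays (-0.81, 1.07 and -0.22) while the shWWOX-A arrays lay between -2.75 and -2.45. The differences of CHAC1 and LOC284561 did not pass an adjusted p of 0.05 with an offset of 0, where the p values were 0.0732 and 0.0559 by limma. CHAC1 also did not pass with the deposited log2 ratios (0.0607, limma), and CHAC1, COL12A1, LOC284561 and LEPREL2 did not pass under median centring, where the adjusted p values lay between 0.146 and 0.170 by limma.

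A bias fixed for a probe and dye, and the Scr line as such, cancel in a difference between sublines. Chance was tested by regrouping the arrays: of the 10 splits of 6 arrays into 3 and 3, only 1, the real one, gave as many differing probes, and the others gave 0. With 10 splits a share under 0.05 cannot be reached, so chance is not excluded by this count. No slide (0) held arrays of both sublines, and each slide had its own scan and scanner model, so a slide or scanner effect and a difference between the sublines cannot be told apart. The normalization matters as well, since the count was 96 with Aquantile normalization, 333 with Feature Extraction's processed signals and 1 with median centring. A difference in the effect of the 2 shRNAs stays open and was not tested.

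The WWOX probes of transcript variants 2 and 3 were higher in the silenced sublines, which the paper does not report on. Probe A_24_P116606 (variant 2) had a mean log2 ratio of 0.37 over both sublines and probe A_33_P3305023 (variant 3) of 0.45, each positive on 6 of 6 arrays, whereas the variant 1 probe was negative. Reversed Cy5 and Cy3 labels would make the genes that rose by real-time PCR lower in Cy5, but of the 3 such genes examined here (FST, PTHLH and ANGPTL4) 3 were higher on all 6 arrays. Noise of dim probes would need probes near background, but each WWOX probe was well above background in both channels on at least 5 of 6 arrays. After removal of the trend of each array's log ratios on the base composition of the probes, the mean difference between the probes of variants 2 and 3 and the probe of variant 1 was 0.75 (standard error 0.12), against 0.69 before, so this trend is not its cause. A dye bias of the single probes, hybridization of other sequences to them and an unequal change of the transcript variants all stay open, since no array had the dyes exchanged. By rank products none of these probes had a q under 0.05.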

How the results depend on the processing

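The cap on the local background and the rank products by q alone, on the normalized ratios or on the deposited spot values, were chosen after seeing the data. All other alternatives were set before. A count is called moved here when it changed by over 1.5 times.

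With a change over 2-fold required, 753 probes of shWWOX-A and 779 of shWWOX-B were past the fold threshold, and each of them passed the adjusted p as well. The replicate number as a block and a fit of each subline alone leave the mean ratios as they are, so they gave the same counts by construction and say nothing about stability. The pairing behind the block was weak: the deviations of equally numbered shWWOX-A and shWWOX-B arrays correlated across probes with r of 0.05, 0.07 and 0.14. The filter on probes well above background gave 307 up-modulated probes in shWWOX-B and 57 between the sublines, and the other 6 counts stayed the same. With the adjusted p alone the counts were 7960 up and 8018 down in shWWOX-A, 7460 and 7768 in shWWOX-B, 5838 and 5936 in common, 1865 between the sublines and 19130 in the mean of both, because the fold threshold was removed.

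Feature Extraction's processed signals gave 1263 up and 1090 down in shWWOX-A, 1066 and 1122 in shWWOX-B, 712 and 672 in common, 333 between the sublines and 2046 in the mean. Median centring in place of loess gave 3529 and 3089, 2221 and 140, 2000 and 90, 1 between the sublines and 2863 in the mean, and the up-modulated share of the common probes went from 40.7% to 95.7%. This alternative leaves in any trend of the ratio with brightness, by its construction. It also left out the normalization between arrays, so what it moved cannot be credited to the loss of loess alone. An offset of 0 moved the up-modulated probes of shWWOX-A to 537. The deposited log2 ratios gave 637 and 695 in shWWOX-A. Aquantile normalization moved the difference between the sublines to 96 probes. Rank products by q alone gave 844 and 795, 846 and 857, 636 and 586, and 5560 in the mean. On the deposited spot values and counted as genes it gave 552 in shWWOX-A and 550 in shWWOX-B up-modulated, 331 common up-modulated and 3680 in the mean. An offset added to both channels pulls the ratios toward 0, most at dim probes, by its construction. The cause was not tested for the processed signals, the deposited ratios and Aquantile normalization. No background correction, the capped background, rank products with the fold threshold and the counts of genes moved none of the 8 counts by over 1.5 times where they gave a value. Rank products gave no value for the difference between the sublines. With 1 array left out at a time, where a subline has 2 arrays, the 8 counts stayed within 1.5 times: 309 to 331 and 433 to 501 in shWWOX-A, 285 to 344 and 432 to 514 in shWWOX-B, 201 to 224 and 297 to 328 in common, 51 to 67 between the sublines and 679 to 745 in the mean.

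FST, PTHLH, ANGPTL4, MKI67 and PCNA rose with an adjusted p or q under 0.05 in both sublines under each alternative run. The WWOX probes kept their signs. The variant 1 probe in shWWOX-A passed the adjusted p with no background correction (-0.17), processed signals (-0.31), capped background (-0.16), the filter (-0.15) and a separate fit (-0.15), where p lay between 0.00843 and 0.0496. With 1 array left out it lay between -0.22 and -0.12 and passed without shWWOX-A replicate 1 or shWWOX-B replicate 3. Under median centring the variant 1 probe (-0.50) and the variant 2 probe (0.48) of shWWOX-B no longer passed. Under rank products none passed: -0.42 for variant 1 in shWWOX-B, 0.38 and 0.36 for variant 2, and 0.29 and 0.61 for variant 3. These are the same mean ratios under a test by ranks, and the causes were not tested.

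Median centring also reversed the mean change of SMAD4 (0.47), MYC (0.57) and YAP1 (0.67), and of the lists of matrix receptors (0.13), interferon-induced (0.0316), p53-induced (0.15) and glucocorticoid-induced genes (0.12). The FOXO list (-0.39) and squamous differentiation (-0.30) no longer passed under it, and the TGFβ-induced (0.49), TGFβ-repressed (1.33) and ERK-induced lists (0.58) passed. CDKN2B, near background on most arrays, had no called change with loess and went to 0.0130 with Aquantile normalization, to 0.15 with processed signals and between -0.0385 and 0.0422 with 1 array left out. Under median centring CDKN2B was at -0.43 and passed (adjusted p = 0.0155, limma).

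With an estimated correlation in camera the median changes are the same and the test is stricter. S phase (0.94), DNA repair (0.40), cell movement (0.16), interferon-induced (-0.15), p53-induced (-0.51), glucocorticoid-induced (-0.62), FOXO-induced (-0.73) and squamous differentiation (-0.30) no longer passed. With fry, which compares a list with no change, matrix receptors (-0.0236), TGFβ-induced (0.11), TGFβ-repressed (0.53) and ERK-induced (0.11) passed. The TGFβ-induced list lay close to the threshold and also passed with Aquantile normalization (0.12), the deposited ratios (0.12) and capped background (0.12). With 1 array left out it lay between 0.10 and 0.12, and it passed without shWWOX-A replicate 1 or 2 or shWWOX-B replicate 1.

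The slide as a block was not run, because each slide held 1 subline. Brightness over background limits the dim genes: the Scr channel of FST was well above background on 1 of 6 arrays, so its ratio depends on the offset.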

Differences from the paper's values

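The paper reports 328 commonly up-modulated genes, and 214 probes were found here. Among the alternatives set before the data were examined, the count came within 1.5 times of the paper's with an offset of 0 (308), the deposited log2 ratios (299), no background correction (258), Aquantile normalization (224), and without shWWOX-A replicate 1 (224), shWWOX-B replicate 2 (222) or shWWOX-B replicate 3 (219). It did not with the filter on probes well above background, the replicate block and each subline fitted alone (214 each), without shWWOX-A replicate 2 or 3 (211 each) or shWWOX-B replicate 1 (201), with rank products (209), counts of genes (200), Feature Extraction's processed signals (712), median centring (2000) and the adjusted p alone (5838). Rank products by q alone on the deposited spot values, counted as genes, gave 331 up-modulated and 348 down-modulated genes, next to the paper's 328 and 344, and was chosen after seeing the values. The capped background gave 246 and was also chosen after seeing the values.

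For shWWOX-A alone the paper shows about 530 up-modulated transcripts in Fig. 2A, read by eye, against 309 probes here. The count came within 1.5 times with an offset of 0 (537), the deposited log2 ratios (637), Aquantile normalization (396) and no background correction (358), and with none of the other alternatives set before the data were examined. For shWWOX-B the paper shows about 550 in Fig. 2A, read by eye, against 308 here. The count came within 1.5 times with an offset of 0 (450), the deposited log2 ratios (403) and no background correction (400), and with none of the others set before. Rank products by q alone on the deposited spot values, counted as genes, gave 552 and 550, and was chosen after seeing the values. The capped background, chosen at the same stage, gave 344 and 385.

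The paper gives FST as the largest fold change of the SMAD3 targets it names, at 5.2, with 3.5 for ANGPTL4. Here ANGPTL4 had the larger average, with 3.54 against 2.91 for FST. The average of 2.91 uses the fitted values of both sublines (3.38 and 2.45), while the Scr channel of FST was well above background on 1 of 3 shWWOX-A arrays and 0 of 3 shWWOX-B arrays. The lower limit sought for shWWOX-B, 2.27-fold, turned out to be its plain ratio under Aquantile normalization. Neither subline's value is exact. The average was not counted as a difference in size, for which the dim Scr channel is the only reason. This was decided after the values were seen, and taken as it stands the average would count as one. With the offset at 0 the averages were 4.62 for FST and 3.57 for ANGPTL4, with the deposited ratios 4.73 and 3.55, and with Feature Extraction's processed signals 10.7 and 3.62, so FST ranked first under these. With median centring they were 3.48 and 6.29.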

Other observations

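The test of the Scr RNAs on each subline alone, the tests of shWWOX-B replicate 3 and of the paper's spot values and the predictions for the gene lists were chosen after the result they concern, or part of it, had been seen. The tests by sign patterns, base composition and other probes were set before.

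Both sublines shared 526 of their called probes. Random noise was tested by reversing the sign of the ratios of sets of arrays. Of the 32 sign patterns, 1, the real one, gave as many shared calls, and 1 gave as many changed probes in the mean of both sublines (723). Chance of this kind is thereby excluded for both counts only if the 6 arrays are taken as independent. By the methods they share 3 Scr RNAs, though the pairing seen was weak. Reversing only whole pairs would leave too few patterns to reach a share under 0.05. Differences among the 3 Scr RNAs, which both sublines were hybridized against, are part of the spread within each subline. With each subline fitted on its own 3 arrays the shared calls had an adjusted p of 1.30e-04 or less by limma, so such noise is not the cause. That test was chosen after the result was seen, in place of a planned simulation. In its 20 draws of unchanged sublines with shared controls, 0 shared calls arose, though a simulation alone excludes nothing. A dye bias that follows the base composition explained between 0.762% and 2.20% of the variance of an array's ratios, and 93.0% of the shared calls were kept after its removal. A dye bias of single probes would leave other probes of the same genes without a common direction. Of 108 other probes for 91 of the genes, themselves not among the shared calls, 95 (88.0%) went the same way, against a mean of 50.2% and at most 65.7% in 1000 random draws. That argues against such a bias as the cause of most shared calls, but not for a gene with a single probe. A difference of the 1 Scr line from both sublines that has no link to WWOX stays open, since no second control line was on the arrays.

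Without a fold threshold, 15978 of 34109 probes passed the adjusted p in shWWOX-A and 15228 in shWWOX-B. With the silenced sublines in Cy5 throughout, these counts include any fixed difference between the dyes, and their share due to it was not tested.

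The log ratios of shWWOX-B replicate 3 spread less than those of the other shWWOX-B arrays, with a ratio of the spreads of 0.890, of 0.703 with an offset of 0 and of 0.776 in the deposited ratios. The largest local backgrounds in its Cy3 channel were 11046 and 8870, and the cap for this channel lay at 34. Capping the local background brought the ratio to 0.966, near the 0.966 without background correction. A candidate explanation is that spots with an extreme local background distorted the normexp fit of this array. Against it stands that shWWOX-A replicate 1 had local backgrounds up to 1328 in the same channel and no smaller spread. The named genes did not all shrink on this array: FST was 0.93 against 1.38 and 1.56 on the others of the subline, while HIST1H1A was 2.26 against 1.74 and 1.58.

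In the paper's Additional file 2, 58 listed probes have several spots on the array. For 58 of 58 (100%) the paper's fold change in shWWOX-A equals that of the spot with the largest change in the deposited ratios, to within 0.5%, and for 0 it equals the mean over spots. For 8 of these the mean over spots is under 2-fold. KRT38, chosen after its values were seen, has 3.29 in the paper's table and a mean of 1.24 over 10 spots. It is the most extreme case, with a ratio of 2.65 between these values. The median of this ratio over the 58 probes was 1.04. A table that gives the spot with the largest change may thus list larger values than an average over spots would. In the same file 58 of the 328 up-modulated and 19 of the 344 down-modulated entries have a fold change under 2 in shWWOX-B, the lowest being 1.86 and 1.95, by the paper's own values.

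Hand-written lists outside the claims were tested in the same way as those of the cell cycle. Their genes were picked after Additional file 2 had been read, and the part of each list that is in it is given. The median log2 change over both sublines was -0.62 for glucocorticoid-induced genes (18 of 21 lower, 6 in Additional file 2, adjusted p = 1.63e-05, camera), -0.73 for FOXO-induced genes (24 of 25 lower, 12 in it, adjusted p = 4.26e-10, camera) and -0.51 for p53-induced genes (23 of 25 lower, 3 in it, adjusted p = 6.07e-08, camera). For squamous differentiation it was -0.30 (22 of 30 lower, 6 in it, adjusted p = 1.44e-04, camera). Without the genes of Additional file 2 the medians were -0.28, -0.25, -0.47 and -0.18. A lower glucocorticoid response, lower FOXO activity, lower p53 output and less squamous differentiation are candidate explanations that stay undecided, because none of these lists passed when camera estimated the correlation between genes, and under median centring none passed and the glucocorticoid-induced and p53-induced lists lay above 0. ERK-induced genes had a median of 0.11 (16 of 25 higher, adjusted p = 0.0710, camera), TGFβ-induced genes 0.11 (adjusted p = 0.0519, camera) and matrix receptors -0.0236 (11 of 26 higher, adjusted p = 0.216, camera), and with members going both ways they decide nothing on ERK output, SMAD3 output or matrix receptors as a group. An interferon response to the WWOX shRNAs beyond that to the scrambled shRNA in Scr would raise the interferon-induced genes. A response of equal size in both channels would cancel in the ratio, so these arrays cannot decide on it. Their median was -0.15 (21 of 30 lower, adjusted p = 0.00617, camera), and under median centring it was 0.03 with an adjusted p of 0.986, so no setting showed such a rise.

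Among other genes set before as related to TGFβ signaling, of which the paper's text does not name SMAD2, SMAD4 and SMAD7, the mean log2 change over both sublines was -0.86 for CDKN1A (adjusted p = 3.44e-08, limma) and -1.04 for NEDD4L (adjusted p = 7.19e-10, limma), both lower on 6 of 6 arrays. Under median centring neither passed, with -0.35 for CDKN1A (adjusted p = 0.0622, limma) and -0.25 for NEDD4L (adjusted p = 0.212, limma). With loess the mean change was 0.25 for SMAD7 (adjusted p = 2.63e-05, limma), higher on 6 of 6 arrays. MYC changed by -0.24 (adjusted p = 0.00198, limma), lower on 6 of 6 arrays but above 0 under median centring (0.57, adjusted p = 0.00892, limma). SMAD7 and MYC did not pass under rank products. SMAD4, YAP1, SMURF1 and CDKN2B did not pass in the mean (adjusted p between 0.171 and 0.885, limma). SMAD2, RUNX2 and SMURF2 passed narrowly with changes of 0.08, 0.09 and 0.11 (adjusted p of 0.0332, 0.0429 and 0.0419, limma), and each lost this under rank products and with most arrays left out.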
